# Enteric infection induces Lark-mediated intron retention at the 5′ end of *Drosophila* genes

**DOI:** 10.1186/s13059-019-1918-6

**Published:** 2020-01-17

**Authors:** Maroun Bou Sleiman, Michael Vincent Frochaux, Tommaso Andreani, Dani Osman, Roderic Guigo, Bart Deplancke

**Keywords:** Infection, Gut, Splicing, Intron retention, *Drosophila melanogaster*, DGRP, RBM4, LARK, Systems genetics, sQTL, Small exon

## Abstract

**Background:**

RNA splicing is a key post-transcriptional mechanism that generates protein diversity and contributes to the fine-tuning of gene expression, which may facilitate adaptation to environmental challenges. Here, we employ a systems approach to study alternative splicing changes upon enteric infection in females from classical *Drosophila melanogaster* strains as well as 38 inbred lines.

**Results:**

We find that infection leads to extensive differences in isoform ratios, which results in a more diverse transcriptome with longer 5′ untranslated regions (5′UTRs). We establish a role for genetic variation in mediating inter-individual splicing differences, with local splicing quantitative trait loci (*local*-sQTLs) being preferentially located at the 5′ end of transcripts and directly upstream of splice donor sites. Moreover, *local*-sQTLs are more numerous in the infected state, indicating that acute stress unmasks a substantial number of silent genetic variants. We observe a general increase in intron retention concentrated at the 5′ end of transcripts across multiple strains, whose prevalence scales with the degree of pathogen virulence. The length, GC content, and RNA polymerase II occupancy of these introns with increased retention suggest that they have exon-like characteristics. We further uncover that retained intron sequences are enriched for the Lark/RBM4 RNA binding motif. Interestingly, we find that *lark* is induced by infection in wild-type flies, its overexpression and knockdown alter survival, and tissue-specific overexpression mimics infection-induced intron retention.

**Conclusion:**

Our collective findings point to pervasive and consistent RNA splicing changes, partly mediated by Lark/RBM4, as being an important aspect of the gut response to infection.

## Background

The eukaryotic transcriptome is regulated by diverse mechanisms that ensure robustness and flexibility to adapt to different conditions. Alternative mRNA splicing is one mechanism that contributes to achieving this complex task. Among its postulated functions is an increase in the repertoire of protein-coding genes through the production of multiple isoforms [1]. In addition, mRNA splicing could contribute to (post) transcriptional regulation in that transcript isoforms with the same coding potential can still feature diverse untranslated regions or alternative transcription start sites, which may affect RNA stability and/or translation efficiency [2]. This form of transcriptional regulation can also be affected by external stressors, notably heat shock [3–6], as first shown in *Drosophila* through the accumulation of *Hsp83* and *Adh* pre-mRNAs at severe temperatures [7]. While there are several examples of interactions between splicing and cell stress [3–6, 8], there have been very few genome-wide studies exploring this phenomenon [6].

The *Drosophila* gut has lately attracted a lot of attention in the scientific community as a convenient system to study intestinal homeostasis in normal and diseased conditions [9]. Far from being a simple digestive tube, we now know that it is a highly compartmentalized, dynamic, and immunocompetent organ [10]. Contact with pathogenic bacteria leads to the mobilization of potent immune and stress responses, followed by homeostatic processes, all of which need to be tightly regulated. Several studies have already dissected the transcriptional programs of the innate immune system, demonstrating that a considerable level of gene regulation is achieved through the action of several transcription factors [11]. However, the importance of post-transcriptional regulation in the innate immune response is only beginning to be appreciated [12]. Here, we performed a systematic analysis of alternative splicing in the context of enteric infection in *Drosophila melanogaster*. In addition to classical laboratory strains, we made use of a large RNA sequencing study of 38 inbred lines from the Drosophila Genetic Reference Panel (DGRP) to study this phenomenon in different environmental conditions and genetic backgrounds [13]. Next to characterizing the effect of genetic polymorphisms, we found considerable and reproducible (i.e., genotype-independent) changes in transcript splicing following infection, with a tendency to have more intron retention and thus longer transcripts. Introns with increased retention were overrepresented at the 5′ end of transcripts and were enriched for the RNA binding motif (RBM) of Lark/RBM4. Through knockdown and overexpression of *lark* in adult female enterocytes, we found that *lark* levels can affect intron retention and modulate fly survival after enteric infection. Our work thus provides new insights into the dynamics and importance of the alternative splicing landscape during an innate immune response.

## Results

### Enteric infection leads to extensive changes in transcript isoform ratios

We used RNA-sequencing data generated from the whole guts of 38 DGRP lines that were infected with *Pseudomonas entomophila* (*P.e.*). Among these 38 lines, respectively 20 and 18 lines are susceptible and resistant to oral infection with *P.e* [13]. In addition, we sequenced the guts of control flies, which were fed sucrose, for a total of 76 samples (Additional file 2). 

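The DGRP is a panel of inbred D. melanogaster lines derived from a natural population, and P.e. is a bacterium that damages the gut when it is eaten. Guts of 30 adult females per library were dissected after 4 h of treatment, and each of the 38 lines contributed 1 control and 1 infected library. The line is therefore the replicate, and the 2 libraries of a line form a pair. The values used are the numbers of reads the authors counted on each gene, deposited without normalization. They come from single-end reads of 100 cycles, which the authors aligned with STAR 2.3.0 to the individualized genome of each line and counted with HTSeq-count 0.5.4p3 on the Ensembl BDGP5.25 annotation shifted to that genome. Reads on more than 1 gene and reads with several alignments were tallied apart and given to no gene. Whether the counting used the strand, and its overlap mode, are not given in the sources used here, so the counts of overlapping, antisense and near-identical genes are uncertain. The total count on genes lay between 12043324 and 23894973 per control library, with a median of 15808961, and between 12087780 and 20991310 per infected library, with a median of 16206380.5. These counts were compared between infected and control libraries with edgeR's quasi-likelihood test, with line as a block, TMM normalization of library sizes and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called differentially expressed, a threshold the paper uses for isoform ratios, because the paper's text does not name one for the gene-level test. Expression is given in CPM computed on the TMM-normalized library sizes, and fold changes are infected against control. The 20 genes with the highest mean CPM took 21.9% ± 2.33 (SD, n = 38) of the control counts and 12.2% ± 1.80 (SD, n = 38) of the infected counts, a share that was lower in all 38 lines. The choice of normalization moved the fold changes. With library sizes alone and no TMM factor, the median log2 fold change of all genes tested was 0.32, against −0.018 with TMM. Gene counts do not separate the isoforms of a gene, and isoform ratios were not analysed here.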

Since the lines are highly polymorphic, we opted to use individualized genomes and gene annotations for our analyses using available single nucleotide polymorphism (SNP), indel, and structural variation data for each line [14] (see the “Methods” section). Given the focus of this study on gaining insights into changes in isoform composition of each gene after infection, we used a multivariate distance-based approach described in [15]. Briefly, we estimated the isoform ratios, that is, the relative ratio of alternative isoforms of each gene, using MISO [16]. We then identified genes showing significant infection-induced differences in isoform ratios [17]. Of the 1877 genes that passed filtering (see the “Methods” section), 40% were significantly changed after infection (Fig. 1a, *p* value of homogeneity > 0.05, BH-corrected *p* value < 0.05, effect size > 0.2, Additional file 3). Interestingly, only 25% of the differentially spliced genes were among the 2471 genes that were differentially expressed after infection, suggesting that gene-level differential expression-type analyses may overlook important molecular aspects of the gut transcriptional response to enteric infection (Additional file 3). 

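At the level of gene counts, 7930 of the 9211 genes tested (86.1%) were differentially expressed after infection, 3932 of them higher and 3998 lower in infected guts. A change of more than 2-fold was seen in 2317 of these genes, 25.2% of the genes tested, and 1435 of them (61.9%) were higher. The count depended most on a limit on the size of the change, since 4406 genes changed more than 1.5-fold. Limma voom with duplicateCorrelation, the method the paper states, called 7794 genes, of which 2319 changed more than 2-fold. The balance of directions depended on the normalization, with 5381 of 7738 called genes (69.5%) higher under library sizes alone, against 49.6% with TMM. Above 2-fold, 2176 of 2621 genes (83.0%) were higher under library sizes alone and 1223 of 2403 (50.9%) under upper-quartile scaling. Among called genes that moved the same way in all 38 lines and reached a mean of at least 10 CPM, the largest increase was that of CG14204 (FBgn0031032), a protein-coding gene on chromosome X from 19583617 to 19587057 in BDGP6.54, a later assembly than the Release 5 genome behind the counts. Its expression was 4.73 ± 3.34 CPM (SD, n = 38) in control and 1095 ± 994 CPM (SD, n = 38) in infected guts, a log2 fold change of 7.51 (standard error 0.33, adjusted p = 1.64e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next largest increases were those of upd2, CG15128, CG33468 and upd3. The largest decrease was that of CG1946 (FBgn0033216), a protein-coding gene on chromosome 2R from 7714923 to 7716781 in BDGP6.54. CG1946 went from 153 ± 70.1 CPM (SD, n = 38) to 9.37 ± 8.81 CPM (SD, n = 38), a log2 fold change of −4.32 (standard error 0.17, adjusted p = 3.13e-25 from the same edgeR test). It was followed by CG13360 at −4.15, LManI at −4.10, CG8112 at −4.03 and Jon25Bii at −3.88, the last of which belongs to a family of similar genes and is uncertain for that reason. The isoform ratios, and with them the overlap of both gene sets, were not analysed here. From the small overlap of the differentially spliced with the differentially expressed genes, the paper proposes that analyses at the gene level may miss part of the gut's transcriptional response.

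**Figure D1:**
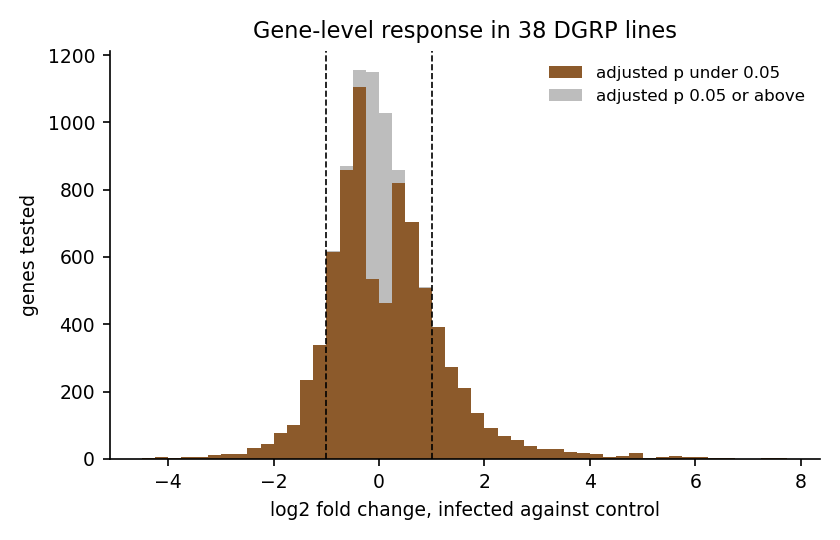
Number of genes tested (vertical axis) by log2 fold change of infected against control guts (horizontal axis), stacked by adjusted p, with dashed lines at −1 and 1. Of the 9211 genes, 1281 have an adjusted p of 0.05 or above, and the changes reach from −4.33 to 7.51.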

Gene ontology analysis revealed that genes associated with mRNA splicing, organelle organization and biogenesis, as well as tissue development are enriched within the set of differentially spliced genes (Fig. 1b). Surprisingly however, this set was not enriched for immunity terms. This may reflect different regulatory properties of genes involved in the immediate innate immune response (i.e., in the resistance mechanisms [20]), many of which are significantly induced after infection, versus those involved in homeostasis (i.e., the tolerance mechanisms [20]), which might be required to function in the normal and infected state. 

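A list of 59 immune genes was examined in the gut counts. It held genes of the Imd, JAK/STAT and p38 pathways and their effectors, and also others such as Dif, dl, cact, nec and PGRP-SA. Of the 59, 54 were found by symbol and 51 were expressed highly enough to be tested. Of these, 50 were differentially expressed, 44 higher and 6 lower after infection, and the count was also 50 when adjusted over the list alone. By comparison, 86.0% of the genes outside the list were called. The increases were large, with 36 of the 51 genes more than 2-fold higher and 1 more than 2-fold lower, and a median log2 fold change of 2.40 over the list. As a set, the list was higher in infected guts with fry (two-sided p = 1.75e-33, adjusted 3.50e-33 over the 2 lists tested), with camera at its preset correlation of 0.01 (p = 3.39e-10, adjusted 6.77e-10) and with camera at the estimated correlation of 0.131 (p = 0.00791, adjusted 0.0158). The cytokine gene upd2 (FBgn0030904, chromosome X, 18240654 to 18243284 in BDGP6.54) rose from 0.282 ± 0.231 CPM (SD, n = 38) to 48.0 ± 22.9 CPM, a log2 fold change of 7.29 (standard error 0.14, adjusted p = 2.38e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its relative upd3 (FBgn0053542, chromosome X, 18277233 to 18284596) had a log2 fold change of 6.49 (standard error 0.18, adjusted p = 5.25e-30 from the same edgeR test), and both were higher in all 38 lines. AttC (FBgn0041579, chromosome 2R, 13393705 to 13394667), which encodes an antimicrobial peptide, was higher in 37 of 38 lines, with a log2 fold change of 6.07 (standard error 0.37). Rel (FBgn0014018, chromosome 3R, 9044183 to 9047977), the transcription factor of the Imd pathway, went from 171 ± 36.0 to 1837 ± 535 CPM (SD, n = 38 each), a log2 fold change of 3.40 (standard error 0.077). Stat92E of the JAK/STAT pathway had a log2 fold change of 1.18 (standard error 0.12) and was higher in 37 lines. The decreases were smaller. PGRP-SC2 had a log2 fold change of −1.26 (standard error 0.12) and was lower in 36 lines, and vir-1 had one of −0.53 (standard error 0.040) and was lower in 37 lines. PGRP-SC1a, at −0.49 (standard error 0.16, adjusted p = 0.00469 from edgeR's test), is uncertain because it has a near-identical neighbour, PGRP-SC1b, and its call was lost under 4 of 10 alternatives, where the adjusted p reached 0.596. PGRP-LE was the gene of the list that did not change detectably, with a log2 fold change of −0.023 (standard error 0.038).

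**Figure D2:**
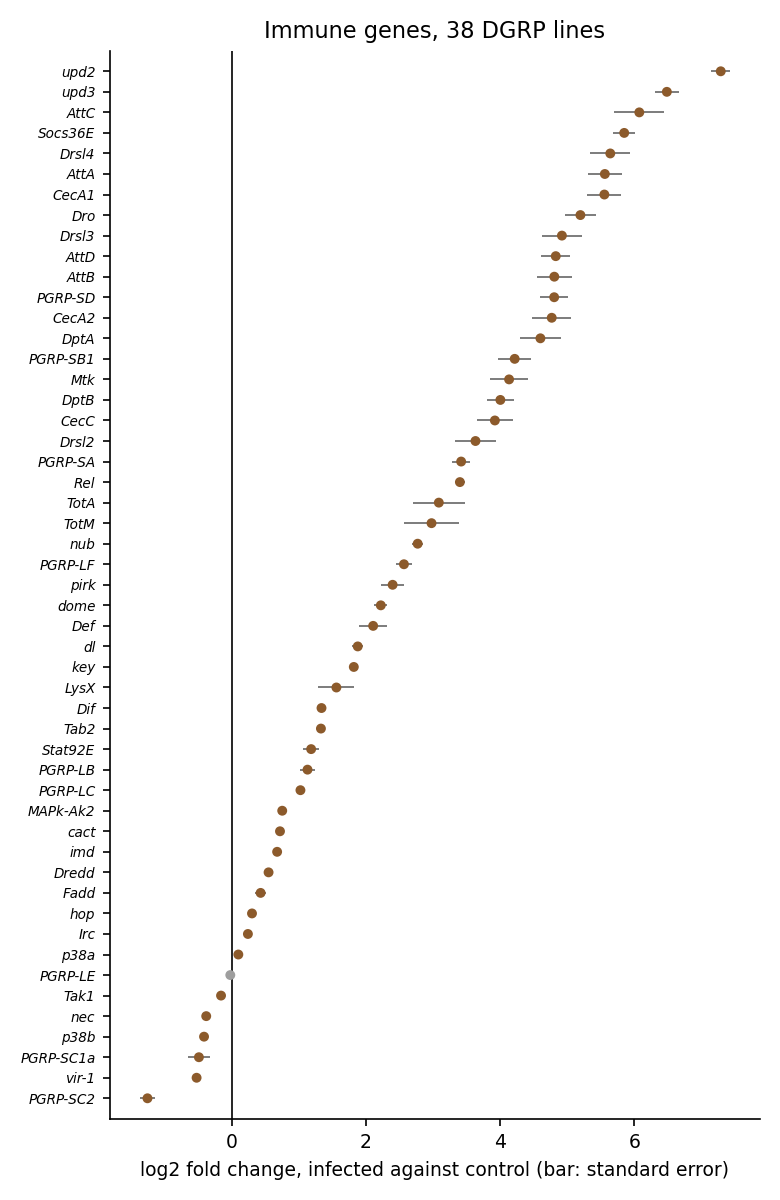
Log2 fold change of infected against control guts (horizontal axis, bars of 1 standard error) for the 51 tested genes of the immune list (vertical axis), brown where the adjusted p is under 0.05 and grey where it is not. The values run from −1.26 for PGRP-SC2 to 7.29 for upd2, with 44 called genes to the right of 0 and 6 to the left.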

When comparing resistant and susceptible lines within each condition, we were not able to find differentially spliced genes, although some genes showed modest trends (Additional file 1: Figure S1a).

**Fig. 1:**
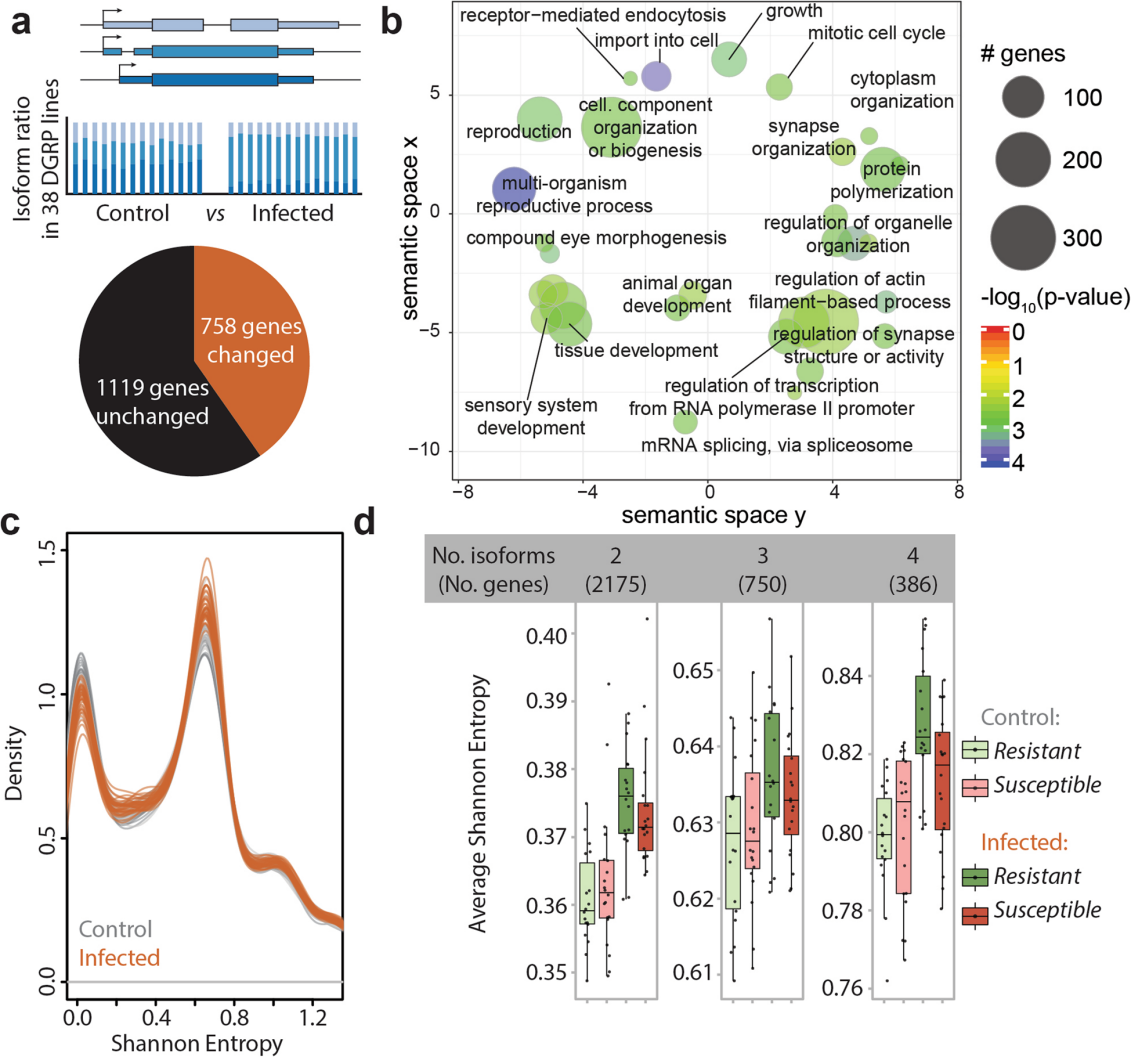
Enteric infection leads to extensive changes in transcript isoform ratios and to greater isoform diversity. **a** Top: schematic illustrating how genes with different isoform ratios are compared between two conditions. MISO [16] was used to calculate the ratios of different annotated isoforms, and thereafter, the rasp package [15] was used to determine significance (p-homogeneity > 0.05, BH adjusted *p* value < 0.05, effect size > 0.1). Bottom: Venn diagram of the number of expressed genes whose isoform ratios were significantly altered after infection. **b** Graphical representation of enriched biological process gene ontology terms based on the list of genes whose isoform ratios were altered after infection. The GO analysis was performed using the GOstats R package [18] (Hypergeometric test *p* value < 0.005), and REVIGO [19] was used to reduce redundancy in the ontology groups and plot them by semantic similarity (allowed similarity = 0.7). The size of each circle indicates the number of genes belonging to a certain GO category, and the color indicates enrichment significance. **c** The distribution of Shannon entropies of transcript ratios of each gene per DGRP gut transcriptome. Uninfected (control) and *P.e.*-infected samples are depicted in gray and brown, respectively. The densities were obtained using R’s base density function. **d** Breakdown of average Shannon entropy per sample by isoform number, susceptibility class, and treatment condition

### The transcriptional response is characterized by higher isoform diversity

We next examined the effect of infection on the diversity of the transcriptome by calculating the gene-based Shannon entropy for each sample. This is a measure of the evenness of the proportions of a gene’s isoforms. We found that infection leads to a small but consistent increase in diversity in the infected state (*p* value for treatment effect on average Shannon diversity = 3.7e−05, Fig. 1c, Additional file 1: Figure S1b-c, Additional file 4). The density plot of Shannon entropies revealed that after infection, there is a bias towards increase in the number of genes with higher diversity, and consequently fewer genes with lower diversity, where across the different DGRP strains, there is an average of 20, and a maximum of 330, more genes that increase in diversity after infection (Fig. 1c). This net increase was consistent in 37 different strains irrespective of their resistance class (Additional file 1: Figure S1b), suggesting that this is not a stochastic phenomenon. Interestingly, a breakdown by isoform number revealed that for genes with 2, 3, or 4 isoforms, resistant lines show a tendency for greater average diversity than susceptible lines (Fig. 1d, Additional file 1: Figure S1c). With the exception of genes with four isoforms in the infected state (linear model *p* value for resistance class = 0.0192), this tendency is not statistically significant. These observations suggest that upon infection, the transcriptional output of many genes is less dominated by a single or few isoforms. This phenomenon is more marked in lines that are resistant to *P.e.* infection, which may point to a link between increased isoform diversity and greater infection resistance.

### The effect of natural variation on splicing increases after infection

We have thus far established that enteric infection leads to a change in isoform abundance of a large set of genes, thereby increasing overall isoform diversity. We next sought to establish whether genetic variation affects isoform ratios. To this end, we identified local splicing quantitative trait loci (*local-*sQTLs) in the two infection states using sQTLseekeR [21]. We restricted our analysis to SNPs within a 10-kb window around each gene (see the “Methods” section), hence our annotation of “*local-*sQTLs”. We identified 359 and 646 control- and infection-specific *local-*sQTLs, and 282 *local-*sQTLs that are common to both conditions (Fig. 2a, Additional file 5). Interestingly, there were around 80% more *local-*sQTLs in the infected state, affecting more than twice as many genes as in the control state (96 vs. 39 genes) although a similar number of genes were tested in the two conditions (1238 vs 1248 for controls and infected, respectively). In addition, a greater percentage of genes with a *local-*sQTL in the infected state showed significant differences in isoform ratios upon infection (Fig. 2a). These results demonstrate that inter-strain differences in isoform ratios can be attributed to alterations in the genomic DNA sequence and that enteric infection unmasks a substantial amount of otherwise silent genetic variants that affect splicing.

**Fig. 2:**
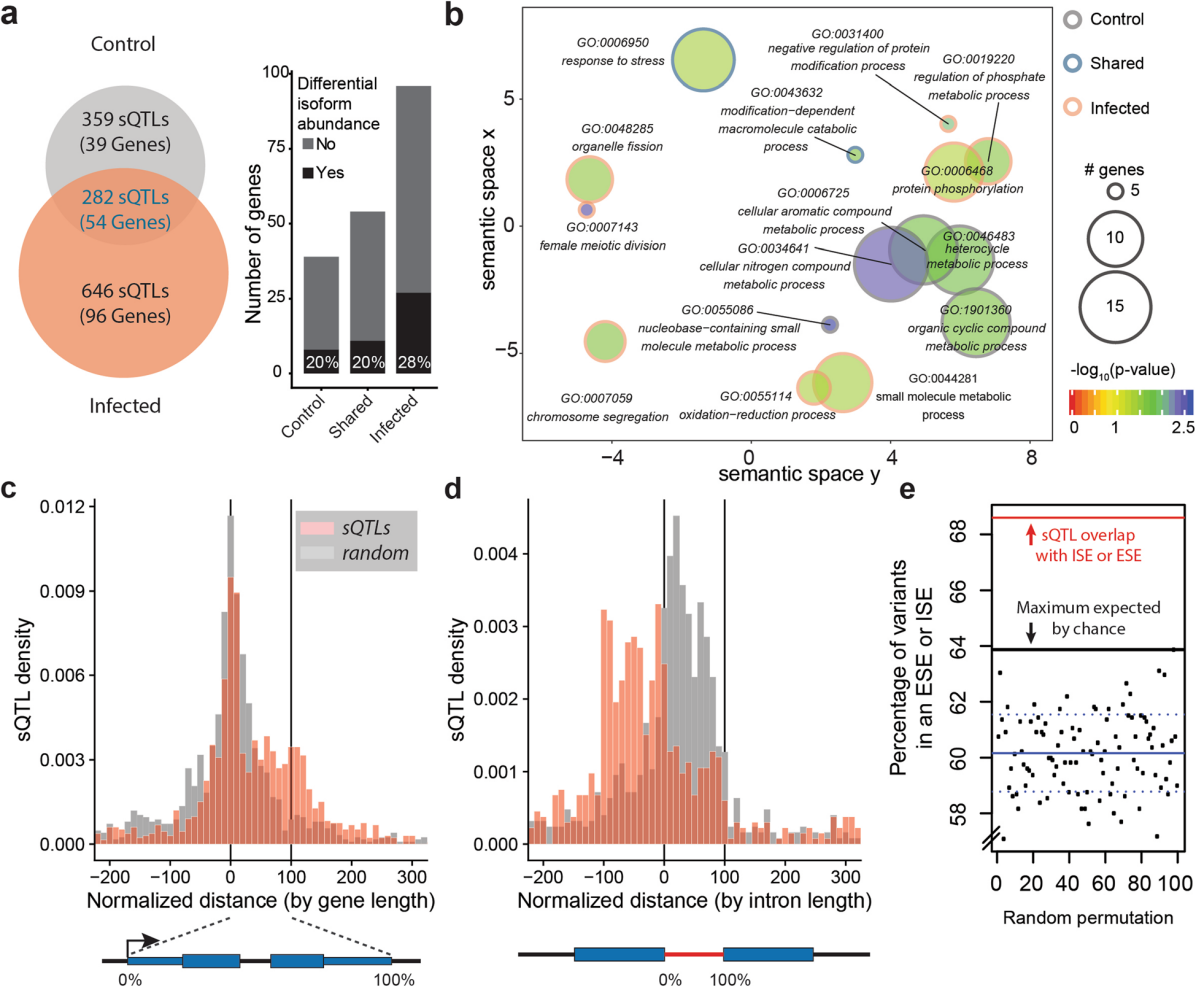
The effect of natural variation on splicing is enhanced by infection. **a** Venn diagram showing the result of the *local-*sQTL analysis (and number of associated genes) using sQTLseekeR [21] (BH adjusted *p* value < 0.05, maximum difference in ratio > 0.1). The barplot shows the number of genes with a *local-*sQTL as well as the overlap with the set of genes with significantly different isoform ratios after infection. **b** GO enrichment of the genes with *local-*sQTLs. The analysis is similar to that in Fig. 1, but the three groups in **a** were tested separately, then the GO categories were pooled in REVIGO. The color of each circle’s outline indicates the gene subset that is enriched with a specific term. **c** Metaplot of the pooled *local-*sQTL results with respect to normalized gene length, and **d** intron length. Orange bars represent the density of *local-*sQTLs, while gray bars represent the density of a random sample of variants that matches the sQTL allele frequencies and is within 10 kb of genes. **e** ESE and ISE locations were predicted along all gene bodies using pattern matching to the reference genome after which the percentage of *local-*sQTLs that overlapped a predicted element was computed and plotted in red. A null distribution of the percentage overlap was produced by randomly sampling variants within gene bodies with a similar allele frequency distribution as the *local-*sQTLs. This was repeated 100 times and the percentage, as well as the mean (blue solid line) and standard deviations (dashed lines) were computed. A solid line shows the maximum overlap obtained through random permutations

To gain insights into which biological processes are enriched in the genes that have *local-*sQTLs, we performed separate gene ontology enrichment of the three sets of genes: control, infected, and shared *local-*sQTLs genes. Figure 2b shows a combined graphical representation of the three GO enrichment results. In the control state, we observed an enrichment of GO terms related to cellular and nitrogen compound metabolic processes. In the infected state, other categories emerged, namely cellular response to stress, cell cycle, and aging. As in the enrichment for infection-induced splicing changes, we did not find any enrichment for immune-related processes, but mostly homeostatic mechanisms. This could either mean that splicing is not a major regulator of canonical immunity pathways or that there is strong selective pressure against genetic variation that affects splicing in immunity-related genes.

Next, we examined the location of the detected *local*-sQTLs in relation to their respective genes. We used a gene-centric and intron-centric approach to obtain metaplots. Since natural variation density along genes is not uniform, and tends to be higher towards the 5′ ends [14], we generated a null distribution by considering sets of randomly selected variants that are located within 10 kb around genes and that have a matching allele frequency spectrum to the *local-*sQTLs. We found that both the null and the observed *local-*sQTL distributions show a peak around the TSS of genes (Fig. 2c, Additional file 1: Figure S2a). However, while the null distribution had a single symmetrical peak with wide tails, the *local-*sQTL density one had a higher density at the main 5′ end, as well as an elevated plateau along the metagene body. This density distribution could be the reflection of multiple possible effects of variants on isoform ratios. One such effect is at the DNA level, where alternative TSS selection could be affected by variants around the 5′ end. Other effects can be through directly modulating splicing all along the transcript. A third type can be modulating transcript stability, which can also be located anywhere on the gene body.

To gain further insights into how *local-*sQTLs could be mediating differences in splicing, we also calculated the *local-*sQTL density distribution around introns as well as a respective null distribution. Interestingly, we observed a pattern that is very distinct from the null distribution. While the latter showed a wide peak that is centered around the 5′ end of introns, the *local-*sQTL distribution exhibited a sharp peak at the 5′ end, with a much greater density of sQTLs immediately upstream compared to downstream of the intron (Fig. 2d, Additional file 1: Figure S2a). In addition, the number of sQTLs dropped sharply at the boundaries of introns. As may have been expected, these data support the notion that genetic variants that affect splicing largely act by inducing differences in the processes that are required for splicing, predominantly around the 5′ splice site. One such *local-*sQTL example is in the gene *Psi*, which has a *local-*sQTL at a splice site (Additional file 1: Figure S2b-d). Lines with different alleles at this locus showed markedly different splicing patterns, with a clear shift in the major isoform produced in both conditions. However, not all *local-*sQTLs could be assigned such a direct mechanism of action, as some might have more subtle effects, for example by affecting exonic and intronic splicing enhancers (ESEs and ISEs) that affect the recruitment of RNA binding factors. To assess this possibility, we asked whether it is more likely that a *local-*sQTL overlaps with an ESE or ISE. Since these splicing enhancer sequences are short hexamers, predicting them along the genome produces many false positives. Nevertheless, we considered a set of 330 published enhancers [22] and looked for matches along all the gene bodies (Additional file 5). We then counted the overlap between the *local-*sQTLs and 100 random sets of variants with a matching allele frequency spectrum. Interestingly, 70% of the *local-*sQTLs overlapped a predicted enhancer, which is 10% higher and 6.1 standard deviations away from the mean of random samples (Fig. 2e). This enrichment indicates that some of the *local-*sQTLs that lie within ESEs and ISEs could be mediating isoform ratios by affecting splicing enhancer function. Taken together, our *local-*sQTL data shows that we can detect effects of natural variation on splicing, even more in the infected state, and suggests that these effects are due to direct changes in splice sites, as well as other mechanisms predominantly at or around the splice donor site. These results also again indicate that splicing changes in the infected state are regulated processes and not merely a result of stochastic perturbations.

### Post-infection transcripts tend to be longer, mainly because of longer 5′UTRs

We next sought to characterize the effect of the splicing changes on the length of the produced transcripts. To do so, we estimated an effective length measure for each gene. Briefly, for each gene in each sample, we estimated the effective gene length as the weighted mean of its individual transcripts (taking indels of individual lines into account) by the isoform ratios (Additional file 6). Similarly, we extended this method to specific regions within the transcript, namely the 5′UTR, 3′UTR, and the coding sequence. We then compared the effective length before and after infection to determine the number of genes with an increased, decreased, or unchanged effective length (Fig. 3a). We generated a null distribution of effective length differences by performing 100 permutations of the data, by randomly assigning infection status to the samples, and compared this to our observed set using G-tests. The effect of indels on the coefficient of variation in feature length—that is when we calculate the effect that indels have on the sequence length in the DGRPs without taking expression levels into account—was most prominent in 3′UTRs. However, when we factor in isoform ratios, and calculate the variation in effective lengths, 5′UTRs showed the highest variation (Additional file 1: Figure S3a, Additional file 6). 3′UTR lengths deviated the most from the null distribution, and their infection-induced differences were lower than expected. However, the proportion of those that increased in effective length was close to those that decreased in response to infection (23.2% vs. 24.1 respectively, Fig. 3b, Additional file 1: Figure S3b-c). Furthermore, by classifying genes based on how 3′UTRs may affect their effective length, we found no difference in the contribution of polyadenylation site usage and splicing (Additional file 1: Figure S3d). In contrast to the 3′UTR, we found that around 7% more genes increase rather than decrease in transcript and 5′UTR effective length (paired *t* test *p* values = 1.9e−05 and 1.2e−06 respectively). Predicted polypeptide length, however, did not show differences from the null distribution nor any skew. Importantly, the distribution of this shift in effective length was consistent across the DGRP lines, with transcripts and 5′UTRs having an excess of increased effective lengths, thus supporting that this is a reproducible and genotype-independent phenomenon (Additional file 1: Figure S3b-c). To show which feature contributes to the effective length change the most, we performed a similar analysis, this time calculating the infection-induced change in transcript effective length after the removal of a specific feature. We found that the removal of 5′UTR length and not the predicted polypeptide nor 3′UTR abolished this skew in the proportions (Fig. 3c). Together, these results suggest that infection-induced differences in isoform ratios preferentially affect 5′UTRs and favor the production of isoforms with longer 5′UTRs across genotypes.

**Fig. 3:**
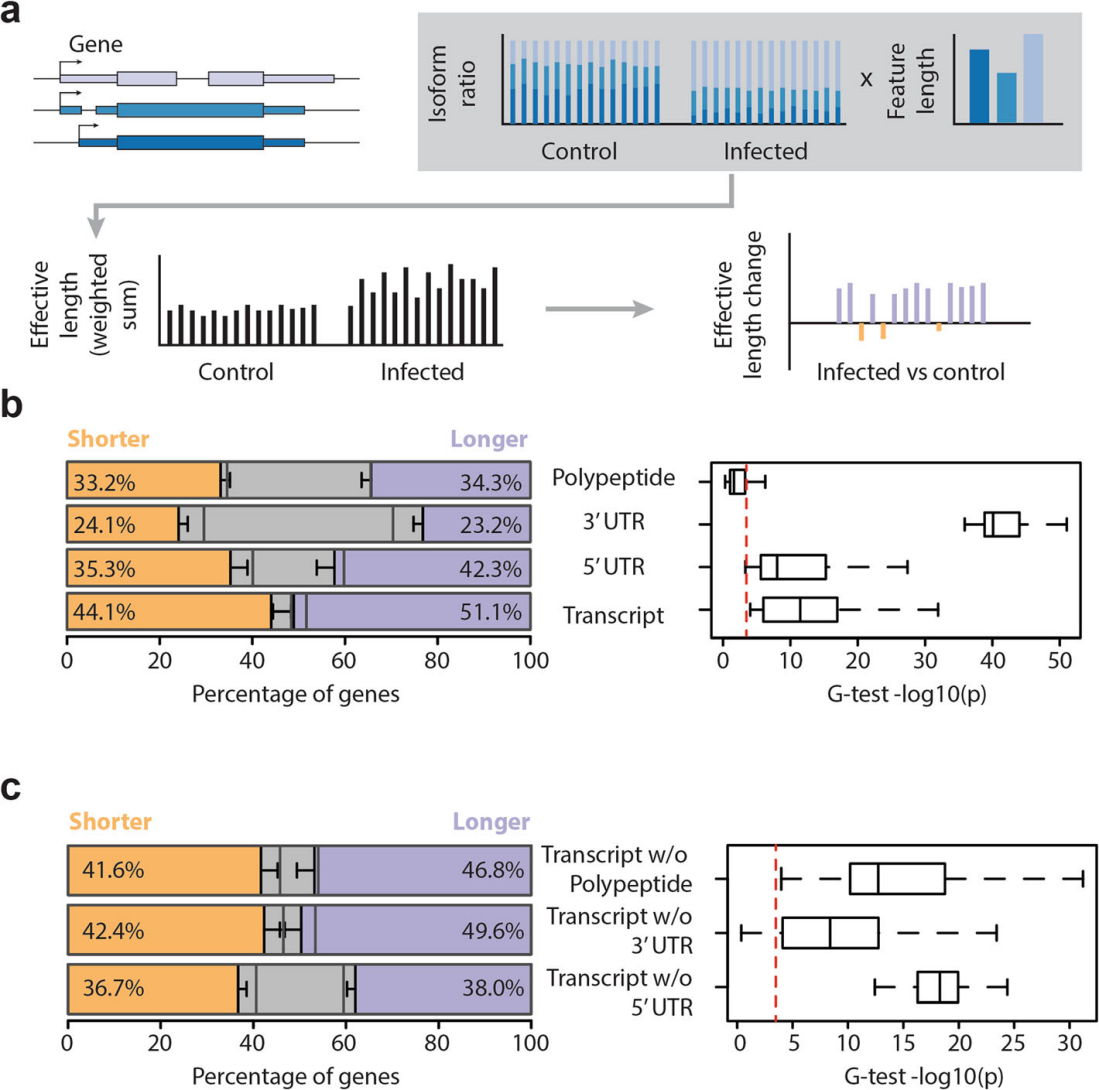
Post-infection transcripts tend to be longer, mainly due to the generation of longer 5′ UTRs. **a** The line-specific effective length of each gene’s transcript, CDS, 5′UTR, and 3′UTR length was obtained by calculating the weighted sum of each gene’s isoform features by its isoform ratios. The difference in effective length between the *P.e.* infected state and the uninfected (control) state was then calculated for each line. **b** The percentage of features that increased, decreased, or did not change in average length (across samples) after infection. Error bars are the standard deviation. A null distribution was generated by performing 100 permutations by randomly shuffling the samples. The gray bars indicate the average obtained by permutations. Repeated G-tests were used to compare the feature length change in each line to the null distribution. The boxplots show the –log_10_(*p values*) of the tests, with the dotted red line representing a Bonferroni-corrected *p value* threshold. **c** Similar to previous panel, but this time the effective length of each transcript without either the predicted polypeptide, 3′UTR, or 5′UTR was calculated

### Intron retention increases following infection and its prevalence scales with the degree of pathogenicity

The increase in effective gene length prompted us to investigate splicing at the intron level. Using an available annotation that is specific to intron retention events from the MISO annotation website, we estimated the percent spliced-in (PSI or Ψ) value for each of the 32,895 introns using MISO [16] (Fig. 4a, Additional file 7). This annotation was established based on RNA sequencing of 30 whole animal samples from 27 distinct development stages as part of the modENCODE project [23]. The reliance on two sources of annotations, a gene-centric one with full transcript isoforms from Ensembl and intron-centric one, renders the task of mapping the effect of changes in individual events on whole isoform abundance non-trivial, especially when using short-read sequencing. A limitation that we therefore acknowledge is that not all intron retention events can be directly mapped to an annotated gene. However, despite this limitation, we hypothesized that if a systematic and consistent increase in intron retention based on intron-centric annotations is detected, this may explain why transcripts tend to be longer after infection.

**Fig. 4:**
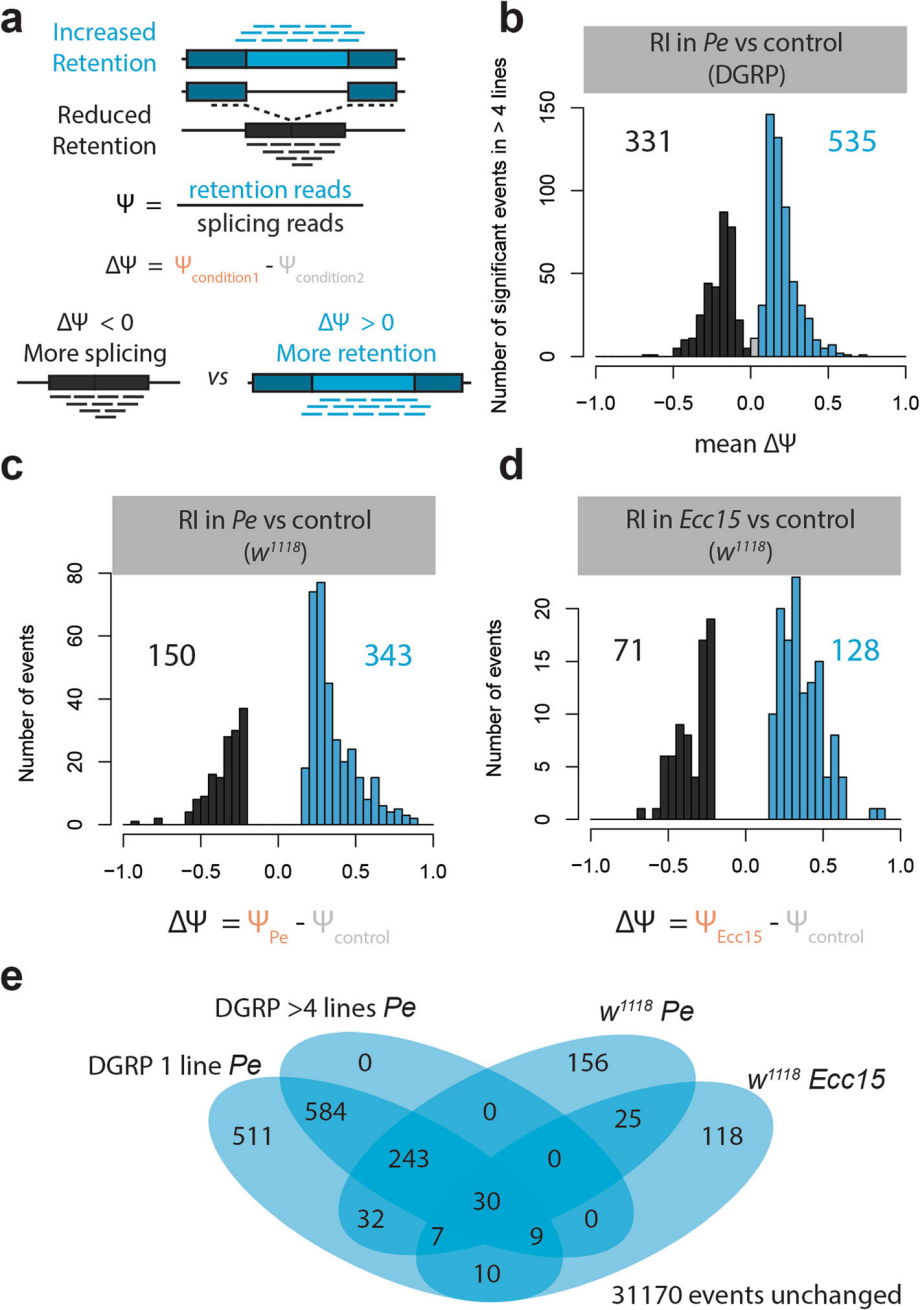
Enteric infection with different pathogens leads to widespread, directed changes in intron retention. **a** Diagram depicting how intron retention changes are calculated. For each sample, delta PSI values for different splicing events [23] were calculated by subtracting the PSI value of the uninfected control sample from that of the infected one. **b** Histogram of average delta PSI values of intron retention (RI) events whose PSI values are significantly different after infection in at least 4 DGRP lines. **c**, **d** Histogram of delta PSI values of intron retention events whose PSI values are significantly different (Bayes factor > 10, delta PSI > 0.2) from the control (sucrose fed) state 4 h after infection with **c** *Pe* and **d** *Ecc15* in *w*^*1118*^ flies. **e** Venn diagram of the overlap between events that are significant in 1 DGRP line, at least 4 DGRP lines, *w*^*1118*^ strain infected with *Pe*, and *w*^*1118*^ strain infected with *Ecc15*

PSI reflects the number of intron retention reads (i.e., spanning the exon-intron boundary as well as the reads in the intron) divided by the sum of the number of intron-retention and intron-splicing reads (i.e., spanning the exon-exon boundary as well as in the flanking exons). In contrast to steady-state analyses, our population-level data from two conditions allowed us to investigate infection-induced changes in intron retention and whether they are restricted to specific transcripts or reflect mere random splicing events. We thereby defined introns with increased retention as introns that significantly increase in PSI (positive delta PSI, bayes factor > 10) whereas introns with reduced intron retention are those that significantly decrease in PSI (negative delta PSI, bayes factor > 10). As shown in Fig. 4b, we uncovered a large number of introns with increased retention (535) and decreased retention (331) that are significant in at least 5 DGRP lines (bayes factor > 10, delta psi > 0.2, also see Additional file 1: Figure S4a-b). These data thus suggest that DGRP strains react similarly to infection. For instance, among the 535 events with increased intron retention in 5 strains, 510 never decreased in retention, 13 decreased in one DGRP strain, 11 in two strains, and one in four strains. Moreover, using the R package SuperExactTest [24], we found that the overlap of introns with increased retention between strains was highly significant. For example, the expected overlap in two and four DGRP lines is less than 10 and 0.001 events, respectively, whereas the median observed overlap was 133 and 59, again suggesting non-random RNA splicing changes. Interestingly, there were 1.6 times more events with a positive compared to a negative delta PSI (535 vs 331 respectively), indicating a net increase in retention post-infection.

It is not clear whether the observed intron retention change is specific to *P.e* and whether different pathogens induce a similar response. We addressed this point by generating paired-end RNA-sequencing data of adult female guts of the widely used *w*^*1118*^ strain infected with the lethal *P.e.* and a non-lethal pathogen, *Erwinia carotovora carotovora 15* (*Ecc15*). Adult female flies were either fed with sucrose (1.5X), *P.e* (OD_600_ = 100 and 1.5X sucrose), or *Ecc15* (OD_600_ = 100 and 1.5X sucrose). When we compared the two infection conditions to the uninfected control state, we found that both conditions differed from the control in intron retention events (Fig. 4c, d, 493 and 200 events in *P.e.* and *Ecc15* respectively, bayes factor > 10, delta psi > 0.2). In addition, we found a high degree of overlap among the DGRP lines, as well as between the DGRP and the *w*^*1118*^ data (Fig. 4e), supporting the notion that this phenomenon deterministically affects a specific set of introns. Nevertheless, *Ecc15* infection yielded fewer differences overall and had proportionally fewer retention events, 40% of which were shared with the *P.e.* condition (Additional file 1: Figure S4c-d). While we only tested infection as an insult in this study, we nevertheless speculate that other interventions may lead to similar changes in splicing. Thus, we postulate that infection-induced splicing differences occur in response to different pathogens, and scale with the degree of virulence, infection severity, or stress.

### Introns with increased retention have exon-like characteristics and are enriched for known RNA-binding motifs

We next aimed at characterizing the retained and spliced introns. A meta-analysis of the location of introns with increased and decreased retention showed that the density of introns with increased retention is very high at the 5′ end of transcripts, which partly explains why longer UTRs are being produced after infection (Fig. 5a). We then compared their length and GC content, both of which are known parameters that determine exon and intron specification [28, 29]. In terms of length, introns with increased retention tend to be shorter than the ones with decreased retention (Fig. 5b, Additional file 1: Figure S5a). In addition, their GC content tends to be higher, and consequently, the difference in GC content between the introns and their flanking exons was lower (Fig. 5c). Next, we performed RNA Polymerase II ChIP-seq on female guts under control and infected conditions to consider its intron occupancy as an additional characterization parameter (see the “Methods” section). Interestingly, we found that introns with increased retention also show greater enrichment for RNA polymerase II irrespective of treatment condition (Fig. 5d, Additional file 1: Figure S5b, see the “Methods” section). We did not find any enrichment of biological processes for the genes affected by intron retention. Together, these results suggest that retained introns tend to exhibit exon-like characteristics. To formally and independently validate this hypothesis, we overlaid a list of experimentally verified *Drosophila* upstream Open Reading Frames (uORFs) with our data [30]. We found that introns with significantly increased retention in more than 4 DGRP lines are more likely to contain a uORF (paired one-tailed *t* test *p* value = 8.2e−8, Fig. 5e, see the “Methods” section). In fact, when we investigated introns with increased retention in each DGRP line separately, we found that there is generally a greater proportion that overlaps a uORF (Additional file 1: Figure S5c)*.* Thus, our observations suggest that many introns with increased retention may act as uORFs.

**Fig. 5:**
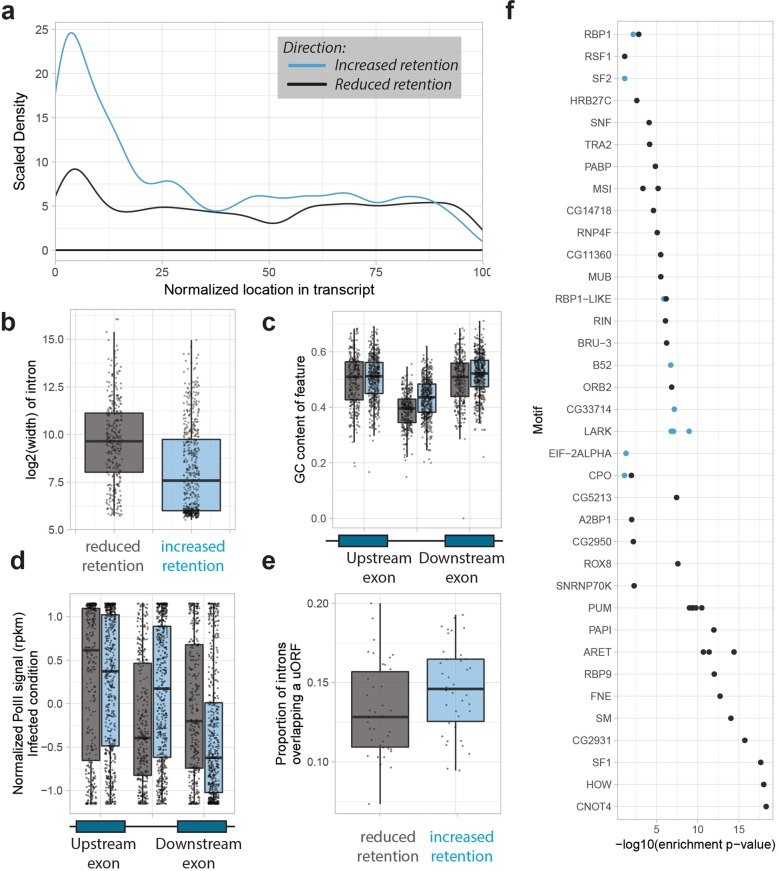
Introns with increased retention have exon-like characteristics. Throughout the figure, blue and gray represent retained and spliced out introns, respectively. **a** The density of intron retention events along the normalized length of the gene. **b** Length of introns (in log_2_) with significant intron retention changes (one-tailed *t* test *p* value < 2.2e−16). **c** GC content of those introns and their flanking exons. **d** Normalized PolII ChIP-seq signal of these introns and their flanking exons in the P.e.-infected state. **e** Proportion of significant intron retention events that overlap with a uORF (paired one-tailed t test *p* value = 8.2e−8). **f** The enrichment of *D. melanogaster* RNA binding motifs [25] calculated using AME [26], in the MEME suite [27]. Blue and gray points indicate enrichment among the sequences of introns with increased and decreased retention, respectively

The extensive overlap in introns with increased retention among DGRP lines suggests that this process is driven by a deterministic mechanism, possibly involving specific RNA-binding proteins whose differential activity may be responsible for the observed differences. Indeed, it is known that RNA-binding proteins contribute to splicing by binding specific targets in nascent transcripts in a context-dependent manner [31, 32]. We therefore assessed enrichment of RNA-binding motif (RBM) sites in the introns with decreased and increased retention, using as background those introns that did not change significantly. We used AME [26], from the MEME suite [27], to determine enrichment of experimentally derived RBMs in the sequences of introns and the 50 bases flanking them from each side [25]. We found enrichment of many RBMs in the introns with decreased retention, but few RBMs in those with increased retention (Fig. 5f, Additional file 1: Figure S5d,e). Furthermore, upon scanning for motif sequences in these introns, we observed that introns with increased retention not only have more predicted motif binding sites, as expected because of their longer sequences, but also tend to have more motif matches close to the introns’ 5′ splice site. These results suggest that introns with increased retention after infection have generally weaker and fewer splicing signals than those introns that efficiently undergo splicing.

### The RNA-binding protein Lark mediates gut immunocompetence

The lower number of enriched RBMs in the introns with increased retention may indicate that intron retention is generally driven by infection-induced splicing impairments. However, the fact that these introns are shared across inbred lines and distinct pathogens suggests the involvement of a non-random process. To further address this hypothesis, we focused on Lark, since its RBM was the most enriched in the sequences of introns with increased retention, and investigated its possible involvement in the gut’s response to infection. Lark is the ortholog of human RBM4, an RNA-binding protein implicated in splicing, translation, and the stress response. In humans, it has been shown to be activated through phosphorylation by the p38 MAPK pathway in response to stress, where it shuttles out of the nucleus and affects translation of different targets [5]. The MAPK pathway, specifically through *p38c*, has been shown to mediate the *Drosophila* gut immune response to enteric infection through its effect on the transcription factor Atf-2 [33].

To investigate Lark’s involvement in the defense response, we performed overexpression and knockdown specifically in the adult gut enterocytes using the *Myo1A-Gal4* driver in conjunction with *tub-Gal80*^*ts*^ (*Myo1A*^*ts*^). Surprisingly, we observed that both knockdown and overexpression of *lark* in adult enterocytes resulted in enhanced survival compared to WT (*Myo1A*^*ts*^ *> w*^*1118*^*)*, with the overexpression transgenic flies being the most resistant to *P.e.* infection (Fig. 6). We validated *lark* knockdown and overexpression by performing RT-qPCR on dissected guts and found that indeed, there was up to 80% knockdown and 80–100 times overexpression in comparison to WT levels. Our observations point to a significant contribution of Lark in the gut response to infection, whereby modulation of its expression levels (either up or down) significantly impacts on overall pathogen susceptibility.

**Fig. 6:**
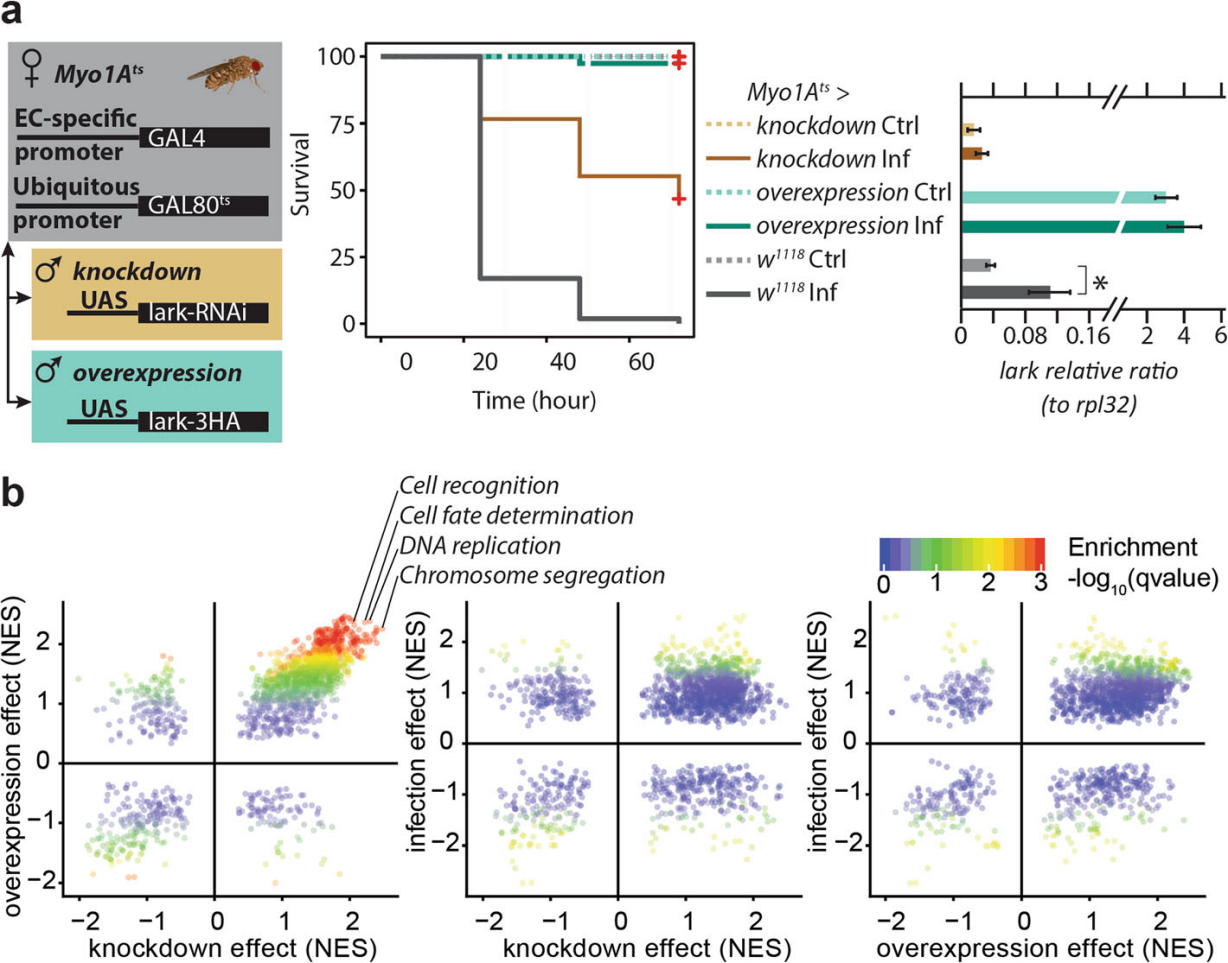
Lark dosage perturbation leads to global changes in gene expression as well as enhanced survival to infection. **a** Left: general schematic of the crosses to generate enterocyte (EC)-specific expression of transgenes in adult female flies. *Myo1A*^*ts*^ virgins were crossed to either *UAS-lark RNAi*, *UAS-lark-3HA*, or *w*^*1118*^ males, and their F1 progeny were maintained at 18 °C. After eclosion, adults were kept at 29 °C for 7 days, then infected with *P.e*. Middle: survival of *lark* overexpression and knockdown flies driven by the *Myo1A*^*ts*^ Gal4 driver. Right: relative ratio of *lark* in dissected guts of those flies 4 h after infection with *P.e*. All experiments were performed with three biological replicates and *n* > 30 flies or guts. **b** Gene set enrichment analysis of the *lark* perturbation effect and infection effect as obtained by gene-level differential expression analysis. Each point is a gene set from the biological process gene ontology whose normalized enrichment score (NES) is plotted in two analyses. Overexpression and knockdown lead to similar changes in gene expression and common pathway enrichments

The experiments described above do not provide insights, however, into whether Lark affects intron retention. We therefore performed RNA-sequencing of control and infected guts of flies in which *lark* was overexpressed or knocked-down in adult enterocytes. We first performed gene-based differential expression analysis to characterize Lark-mediated differences. Interestingly, compared to the control and in line with our phenotypic observations, both Lark perturbations led to similar expression differences in terms of genes and gene sets (Fig. 6b, Additional file 1: Figure S6b, Additional file 8). Notably, we observed an enrichment for gene sets related to cell fate determination and cell recognition in the upregulated genes.

We performed the same intron retention analysis as before, but this time, we compared guts with perturbed *lark* expression to wild type (control and infected). We observed a similar increase in intron retention in all the genotypes, meaning that Lark is not strictly required for infection-induced intron retention (776, 918, and 829 events in the control, knockdown, and overexpression flies, Fig. 7a). However, when compared to infected wild-type guts, their *lark* knockdown counterparts exhibited less intron retention (318 vs 691 events, Fig. 7b). Interestingly, overexpression of *lark* led to an important increase in intron retention, even in the control state (474 and 691 in control and infected, respectively, Fig. 7b), and the distribution of introns with increased retention remained concentrated at the 5′UTR, especially when *lark* was overexpressed (Fig. 7c, d). In addition, enrichment of the Lark RBM in introns that were retained due to infection was proportional to *lark* levels (Fig. 7e). Moreover, introns with increased retention due to *lark* overexpression in the uninfected state were also enriched for the Lark RBM (Fig. 7f), indicating that increasing Lark levels directly leads to intron retention of a specific set of genes. We also found an enrichment of the Lark RBM in the introns that are less retained in the knockdown compared to controls (Fig. 7f), providing further evidence for the direct contribution of this RNA-binding protein in infection- and stress-induced splicing regulation.

**Fig. 7:**
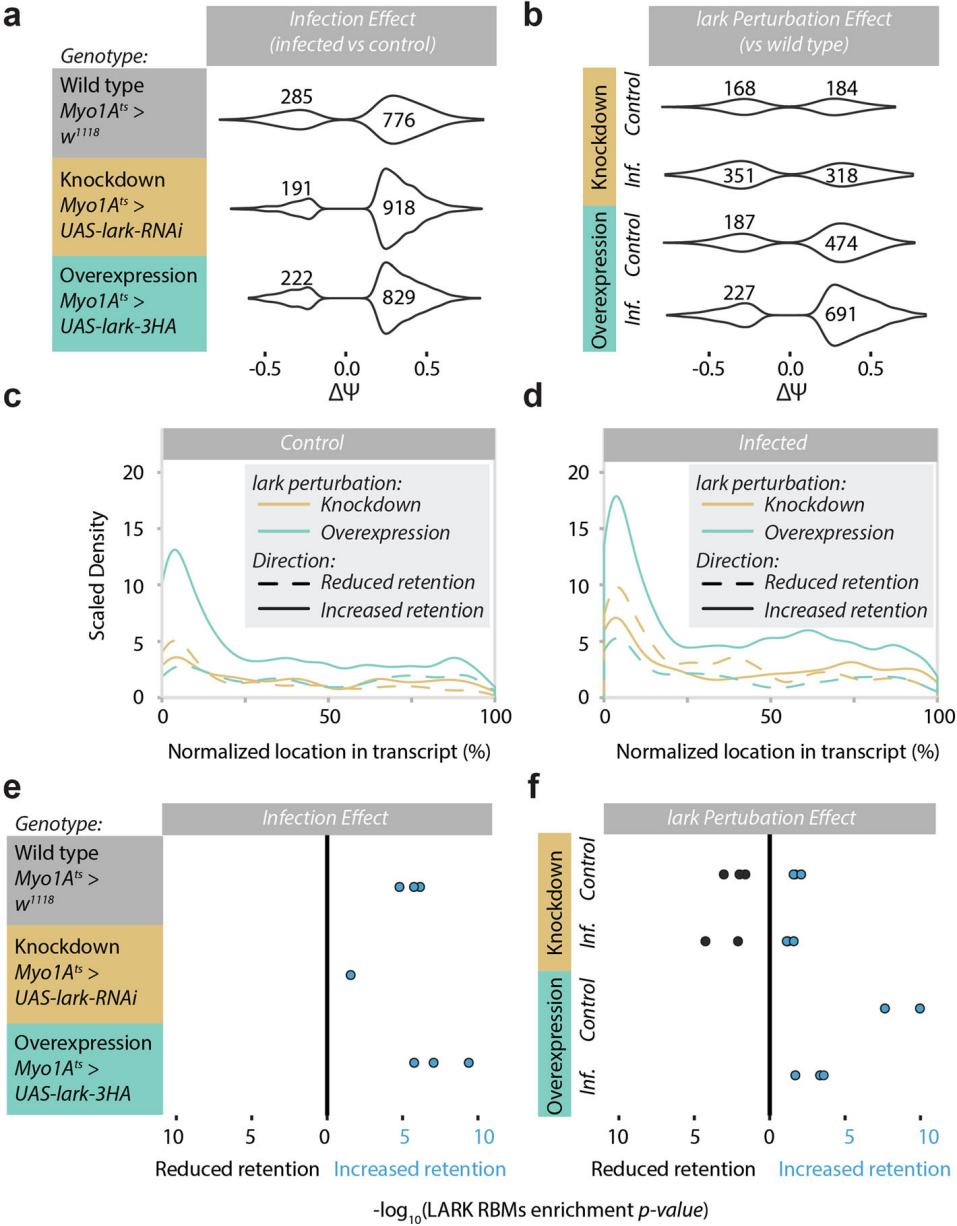
Lark preferentially affects intron retention in the 5′ end of transcripts. **a** The effect of infection on intron retention in the wild type and adult enterocyte-specific knockdown and overexpression of *lark* (using a *Myo1A*^*ts*^ driver in conjunction with UAS-*lark*-RNAi for knockdown and UAS-*lark*-HA for overexpression). Violin plots show the density of delta PSI values of significantly altered events when comparing the *P.e.* infected vs. control samples. **b** The effect of *lark* perturbation on intron retention. For each condition, the knockdown or the overexpression transcriptome is compared to the wild type. **c**, **d** The density of the intron retention events along the normalized length of the gene in the control (**c**) or infected (**d**) condition for each of the *lark* perturbations. **e**, **f** The Lark RBM –log_10_(*p value*) of enrichment in introns with increased and decreased retention compared to non-significantly changed introns. Note that there are three closely related RBMs in the database. The enrichment values of introns with decreased retention are flipped on the *x*-axis for illustrative purposes. **e** The infection effect, and **f** the genotype effect within conditions. Blue and black dots denote Lark RBM enrichment in introns with increased and decreased retention, respectively

## Discussion

The gut response to infection involves concerted mechanisms that optimally lead to the clearance of the pathogen and the restoration of cellular homeostasis. An organism must quickly and reversibly adapt to the challenge to ensure survival. Transcription factors that act in response to stimuli, such as Relish (the IMD pathway), Atf-2 (MAPK pathway), and STAT92E (JAK/STAT pathway), have all been studied in the context of gut infection, damage, and regeneration [9, 34–37], and we and others have characterized the regulatory function of those transcription factors [9, 36, 38, 39]. However, another major aspect of transcriptional regulation, splicing, has so far been largely ignored. Here, we present the first characterization of the splicing differences that occur after enteric infection by using a genetic reference panel of flies as well as standard laboratory strains. We found that infection induces widespread and consistent splicing changes in 38 *Drosophila* strains. 

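The direction of most changes in gene counts was shared between lines. Over the differentially expressed genes, the median absolute log2 fold change was 0.66 with a median standard error of 0.062, and 3524 genes (44.4%) changed less than 1.5-fold. In the median called gene, 36 of 38 lines moved in the direction of the mean change. All 38 lines moved the same way in 2876 called genes (36.3%), and at least 30 lines did so in 6538 (82.4%). Of the genes that changed more than 2-fold, 1640 moved the same way in every line. For each line, its log2 fold changes were also set against the mean of the other 37 lines. The correlation across genes, which are not independent replicates, had a median of 0.876 ± 0.0300 (SD over 38 lines) and lay between 0.787 in DGRP-908 and 0.913 in DGRP-280. The slope, a measure of the size of a line's response, lay between 0.601 in DGRP-908 and 1.24 in DGRP-237 with an SD of 0.125. The library sizes did not account detectably for these slopes, which had a Pearson's r of 0.264 with the log2 ratio of infected to control depth (permutation p = 0.110, adjusted 0.220 over 2 relations; Spearman's rho 0.210, p = 0.206, adjusted 0.412).

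**Figure D3:**
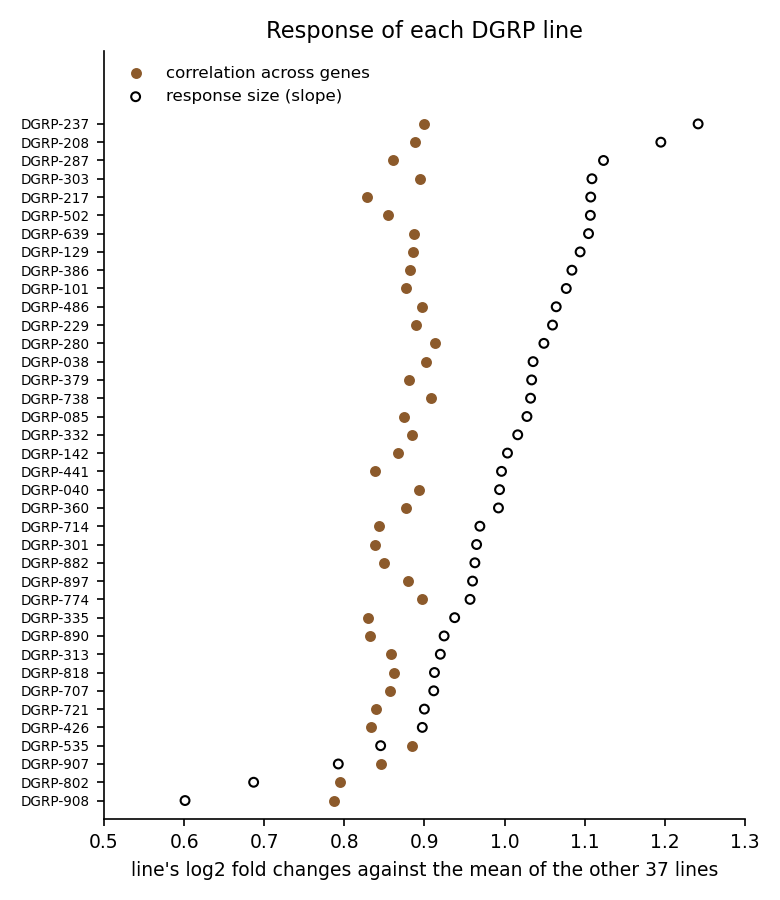
Correlation across genes (filled points) and slope (open points) of each line's log2 fold changes against the mean of the other 37 lines (horizontal axis), with the 38 DGRP lines ordered by slope (vertical axis). Correlations lie between 0.787 and 0.913 and slopes between 0.601 and 1.24.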

Only 25% of the genes in our data that exhibited significant infection-induced splicing differences were also differentially expressed after infection. This suggests that splicing is another, so far underappreciated, component in the organism’s defense against enteric pathogens through the generation of molecular diversity. This is in line with our observation of a consistent increase in isoform species diversity, as measured by the Shannon diversity index, after infection. This diversity might be favored in times of cellular stress, expanding the cell’s repertoire of transcriptional products. Intriguingly, this increased diversity is also coupled to an increase in splicing QTLs. The identification of twice as many *local-*sQTLs in the infected state as well as their relative location with respect to genes points to an important role for genetic variation in shaping the gut response to infection. This opens up the possibility that genetic predisposition to stress can be mediated through altered levels of splicing, even though we observed only mild differences in splicing between susceptible and resistant lines. We thereby note that, since our analyses rely on existing annotations of full transcripts, we cannot rule out the possibility that these annotations may be incomplete or that local genetic variation may lead to the expression of novel isoforms. Nevertheless, it is likely that our identified sQTLs on annotated isoform abundance are still valid indicators of genetically driven differences in splicing, yet the exact number of isoforms and the contribution of individual splicing events on the ratios may not be completely accurate. Altogether, we believe that variation in gut immunocompetence cannot be explained by a single pathway or mechanism given the multifaceted and complex nature of this phenotype, but rather by a combination of different factors of which splicing may be another important one [13].

Since we are sequencing poly-A enriched RNA, and not nascent RNA, this diversity increase can possibly be explained by the presence of a mixture of pre-infection and post-infection mRNA species in the same cell and/or by an increased heterogeneity across cells. Other hypotheses can be equally valid. For instance, it could be the result of a general loss of fidelity of transcriptional and post-transcriptional mechanisms, leading to an increase in molecular noise. Studies in human cell lines have shown that noisy splicing is a common feature of genomes [40]. Studies in yeast have shown that gene expression noise confers a fitness advantage after acute severe stress [41], much like our infection model. Indeed, we observed fewer splicing differences and intron retention after *Ecc15* infection, a non-lethal enteric pathogen. However, our findings clearly revealed that infection leads to consistent differences in splicing and intron retention across genotypes and types of pathogens. This observation argues against the increased-noise theory and in favor of a deterministic process that may constitute a more general response to stress, thus beyond the infection model used here.

Our findings on the extent and nature of introns with increased retention are consistent with earlier work showing that widespread intron retention in humans and mouse samples under steady-state conditions is coupled to RNA Pol II pausing [42]. In addition, reduced intron length and higher GC content were revealed as predictors of intron retention [28]. Nascent RNA-sequencing experiments in *Drosophila* S2 cells and whole heads, in steady-state, have shown that intron retention tends to be higher in the first intron [43]. Indeed, many of the infection-induced changes in our analyses are at the 5′ end of transcripts, including the 5′UTRs, which means that infection-induced splicing changes could have more of a regulatory rather than coding function. A large portion of retained introns may thereby function as uORFs given our observation that introns with increased retention have a greater likelihood of overlapping with experimentally mapped uORFs [30] compared to introns with decreased retention. Since uORFs have been shown in *Drosophila* to mostly modulate CDS translation efficiency [30], we speculate that the major regulatory function of such uORFs in introns with infection-induced retention is to negatively affect protein translation initiation by competing for ribosomes. Inhibition of translation is a well-documented aspect of the gut response to pathogenic bacteria, so far shown to be mediated by the activation of the GCN2 kinase and subsequent phosphorylation of eIF2α, which in turn results into limited translation initiation [33, 38]. It is thus conceptually intuitive that the observed intron retention program may act as a complementary process to modulating protein translation in response to infection. This may be especially true for specific gene sets including those coding for splicing factors themselves, which tend to be particularly affected by intron retention across systems and species [44]. Nevertheless, the ultimate consequence of intron retention may well be gene- and context-specific as uORFs have also been shown to promote translation such as is the case for the stress-linked transcription factors ATF4 and ATF5 [45–47]. More integrative and targeted proteome or ribosome profiling studies will be required to inform on these different scenarios.

The observation that introns with increased retention are enriched for the Lark motif led us to investigate the involvement of Lark in the gut defense response. In the fly, this gene has mostly been studied in the context of circadian biology and eye development [48, 49]. In mammals, however, several reports have been published implicating its orthologue, RBM4, in the response to stress through regulation of splicing, transcript stability, and translation control [5, 50]. In this study, we found that enteric infection increased *lark* levels, but surprisingly, both lower and higher levels of *lark*, compared to controls, enhanced infection resistance, implying dosage sensitivity. Nevertheless, modulating *lark* levels alone was sufficient to affect intron retention, especially in Lark RBM-enriched introns, irrespective of infection status. These findings therefore identify Lark as a mediator of both infection-induced splicing differences as well as resistance to infection, but the precise relationship between these two processes warrants further investigation.

## Conclusion

In this study, we were able to implicate Lark in infection-induced splicing differences, as well as resistance to infection, but many questions remain unanswered. Lark seems to be intimately involved in the *Drosophila* gut defense response, yet its downstream effect on the expression of its targets is still uncharacterized. Moreover, the factors controlling *lark* expression and induction in the gut are still unknown. Finally, it is not clear whether the action of Lark is a general stress response or whether its action is adapted to the nature and severity of the stimulus. Answering these questions will increase our knowledge about the functional relevance of splicing in the enteric defense and general cellular stress response.

## Methods

### Fly stocks and infection experiments

DGRP lines were obtained from the Bloomington stock center and reared at room temperature on a standard fly medium. The fly medium recipe that we used is the following: 6.2-g Agar powder (ACROS N. 400400050), 58.8-g Farigel wheat (Westhove N. FMZH1), 58.8-g yeast (Springaline BA10), 100-ml grape juice, 4.9-ml Propionic acid (Sigma N. P1386), 26.5 ml of methyl 4-hydroxybenzoate (VWR N. ALFAA14289.0) solution (400 g/l) in 95% ethanol, and 1-L water. We used *w*^*1118*^ and *yw* flies as wildtype. The UAS-lark RNAi line was obtained from the Transgenic RNAi Project (TRiP.JF02783), and the UAS-lark-3HA line was obtained from Bloomington stock center (stock # 7125). The P-element insertion lines in *lark* were obtained from Bloomington stock center (stock #15287 and #22604). Oral infection was performed using a standard protocol as in [13]. Survival was counted every 24 h.

For specific knockdown or overexpression of *lark* in the adult gut enterocyte, F1 lines carrying a copy of the *MyoIA-Gal4* and *tub-Gal80*^*ts*^ transgenes [51], as well as one copy of either the *UAS-IR* or the *UAS-ORF* was kept at 18 °C for 3 days post-eclosion, and then moved to 29 °C for 8 days to activate the *UAS* transgenes*.* Flies were subsequently infected with *P.e.* using the standard oral infection protocol (OD_600_ nm of 100 and 1.5% sucrose) [13].

### RNA extraction

For the all samples in this study, guts from 30 adult female flies were freshly dissected in PBS after 4 h of treatment. RNA extraction was performed using Trizol Reagent (Invitrogen) using the standard protocol.

### RT-qPCR

cDNA was synthesized from 1 μg total RNA using *SuperScript II* enzyme (Invitrogen). qPCR experiments were performed on a StepOnePlus Real-Time PCR system (Applied Biosystems) using Power SYBR® Green PCR Master Mix (Applied Biosystems). Relative gene expression was calculated after normalization to the control *RpL32* mRNA.

### RNA-seq

#### Library preparation and sequencing

For the *w*^*1118*^ and *Lark* perturbation experiments, paired-end Illumina Truseq libraries were generated and sequenced on an Illumina NextSeq 500 for 75 cycles in the Gene Expression Core Facility at EPFL. As for the 76 DGRP samples, single-end Illumina Truseq libraries were sequenced for 100 cycles on an Illumina HiSeq 2500 at the Genomics Technology Platform of the University of Lausanne. All our samples passed quality control as assessed by FastQC version 0.11.2. For the paired-end samples, we used cutadapt version 1.8 to remove adapter sequences as well as bases with a quality score inferior to 20.

#### Mapping to individualized genomes

For each DGRP line, we generated an individualized fasta genome sequence based on the homozygous variants in the published Freeze 2 DGRP genotypes and the Release 5 reference genome. We also generated individualized gene annotations by applying the offsetGTF tool included in the mmseq package [52] on the Ensembl BDGP5.25 gene annotation. For each sample, RNASeq reads were mapped to the respective genome using the STAR aligner version 2.3.0. 

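The deposited counts of the DGRP samples list 14866 genes by their FlyBase identifier, of which 13521 matched a gene symbol in the BDGP6.54 annotation used here for names. Besides the genes, 5 tallies hold reads that were given to no gene, and those for unaligned reads and for reads of low alignment quality are 0 in every library. Reads on no annotated gene made up 12.2% ± 2.16 (SD, n = 38) of the uniquely aligned reads in control and 10.2% ± 1.77 (SD, n = 38) in infected guts, a share that was lower after infection in 31 of 38 lines (two-sided permutation test within lines, p = 2e-05, adjusted 3e-05 over 3 tallies). Reads on more than 1 gene made up 1.77% ± 0.218 and 1.60% ± 0.156 (SD, n = 38 each), also lower in 31 lines (p = 3e-05 by the same permutation test, adjusted 3e-05). Reads aligned to several places made up 8.22% ± 1.46 of the reads on genes and in the 5 tallies in control and 6.75% ± 0.753 in infected guts (SD, n = 38 each). That total holds no unaligned reads. The share was lower in 35 lines (p = 1e-05 by the same permutation test, the smallest that 100000 permutations can give, adjusted 3e-05). None of these reads entered the library sizes or the tests.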

Reads for each gene were counted using HTseq-count version 0.5.4p3. For non-DGRP samples, we used the reference genome and gene annotation.

#### Differential expression

Filtering was performed separately for each experiment. For the DGRP lines RNA-seq, genes with more than 5 counts in 38 samples were kept. 

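Applied to the deposited counts as more than 5 counts in at least 38 of the 76 samples, the filter kept 9211 of 14866 genes, which held 99.9% of all counts on genes. Of the genes it removed, 1040 had no count in any sample and 4615 had some. Because the number of samples required equals the number of lines, a gene expressed in 1 condition alone can pass. In place of this filter, filterByExpr of edgeR kept 8975 genes, and a minimum of 1 count in any sample kept 13826.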

For the w1118 RNA-seq, genes with more than 5 reads in at least 3 samples were kept. For the lark RNA-seq, genes with more than 10 reads in at least 3 samples were kept. We used limma [53] to perform differential expression analysis, specifically the voom [54] function to estimate counts per million as well as sample weights. To account for intra-strain correlations in the DGRP samples, we used the duplicateCorrelation function with strain as a blocking variable. 

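The consensus intra-strain correlation from duplicateCorrelation, computed on the voom values of the deposited counts with condition in the model, was 0.353. Single genes varied widely around it, with a median of 0.339, quartiles of 0.167 and 0.526, 2556 genes (27.7%) above 0.5 and 718 genes below 0. The same pairing could be seen in whole libraries. After the mean of each condition was removed from the log2 CPM, the correlation across genes between the infected and the control library of a line had a median of 0.542 over the 38 lines (range 0.379 to 0.674), whereas libraries of different lines had a median of −0.0143 (range −0.234 to 0.207). The control library closest to each infected library was that of the same line in 38 of 38 lines by Pearson's correlation and in 35 by Spearman's. Leaving the line out of the edgeR model as a block gave 7450 differentially expressed genes, of which 7421 were also called with the block.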

For the lark experiment, we performed 3 replicates, but realized that two had weak infections as judged by hierarchical clustering (Additional file 1: Figure S6a). Thus, we chose one replicate for the downstream analyses.

#### Transcript ratio estimation and comparisons

We used MISO version 0.5.3 to obtain transcript ratios (PSI values) from each of the individualized genomes and annotations. We used the Ensembl BDGP 5.25 as annotation. We also extracted the assigned counts for each transcript from the MISO outputs. For the detection of genes with significantly altered isoform ratios after infection, we used the rasp package (https://www.isglobal.org/en/web/guest/statistical-software), a distance-based non-parametric multivariate approach as described in [15]. We slightly modified the package script in order to obtain the effect sizes of infection on the isoform ratios of each gene, which are normally calculated but not reported. In order to be kept in the analysis, each isoform must have more than one read assigned to it in 90% of the samples. We used 10,000 permutations to estimate significance followed by Benjamini-Hochberg procedure to control false discovery rate.

#### Intron retention analyses

We used available annotations for intron retention analysis from the Graveley lab [23] to estimate the PSI value of each event in MISO. Then, we used the miso-compare function on each sample pair (treated and control) to detect statistically significant differences due to infection. Events with a Bayes factor greater than 10 and a PSI difference greater than 0.2 were considered significant.

### ChIP-seq

#### RNA polymerase II ChIP-seq

For each condition, 100 *w*^*1118*^ adult female flies were killed by submerging them in liquid nitrogen. Guts were dissected on ice and stored at − 80 °C. On the day of the experiments, guts were homogenized in NE Buffer (15 mM HEPES, 10 mM KCl, 0.1 mM EDTA, 0.5 mM EGTA, 350 mM Sucrose, 0.1% Tween-20, 5 mM MgCl2, 1 mM DTT, 1 mM PMSF, protease inhibitor tablet) supplemented with 1% formaldehyde using a douncer and pestle. After 10 min, crosslinking was quenched by the addition of Glycine for a final concentration of 0.125 M. Samples were cleared by centrifuging for 4 min at 4000 rpm and 4 °C. Samples were washed twice with ice-cold NE buffer and twice with ice-cold RIPA buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 0.5% Na-deoxycholate, 0.5 mM DTT, 0.1% SDS, 1% NP-40, protease inhibitor tablet). Finally, samples were resuspended in 130 μl RIPA buffer and sonicated in Covaris E-220 (30 s, Intensity: 175, Cycles per burst 200, Duty 20%, Water level: 10). Samples were then cleared by centrifugation for 10 min, at 4 °C and max speed. At this point, 1% of the total volume was separated as input and stored at 4 °C; then, the remaining amount was diluted 1:5 in IP Dilution buffer (2.8 ml H2O, 3 μl 10% SDS, 7.2 μl 0.5 M EDTA, 33 μl Triton X-100, 50.1 μl Tris-HCl pH 8.1, 100.2 μl 5 M NaCl). We then added 1 μg of antibody (Abcam ab5408) and incubated the sample overnight at 4 °C on a rotating platform. The next day, the sample was transferred to a tube containing 50 μl of magnetic beads (M-280 Sheep Anti-Mouse IgG) blocked overnight in Beads Blocking Buffer (8.77 ml PBS 1x, 1 ml BSA 1%, 10 μl Triton X-100, 220 μl 45% Fish Gelatin) and the mixture was incubated for 2 h at 4 °C on a magnetic platform. Using magnetic racks, beads were washed once with Low Salt Buffer (20 mM Tris-HCl pH 8.1, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), twice with High Salt Buffer (20 mM Tris-HCl pH 8.1, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), LiCl Buffer (10 mM Tris-HCl pH 8.1, 250 mM LiCl, 1 mM EDTA, 1% NP-40, 1% NA-deoxycholate), and TE-NaCl buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 50 mM NaCl). In between each wash, beads were incubated 10 min at 4 °C on a rotating platform. After the last wash, beads are resuspended in 500 μl of Elution Buffer (3.24 mL H2O, 50 μl Tris-HCl pH 7.5 1 M, 10 μl EDTA 0.5 M, 1 mL NaHCO3 0.5 M, 500 μl 10% SDS, 200 μl NaCl 5 M) and the input sample was supplemented with the same amount. From then on, both the input and the IP were treated similarly. We first incubated them at 37 °C for 30 min with 900 rpm shaking in the presence of 7.5 μl RNAse A 20 mg/ml. We then added 10 μl of Proteinase K and incubated the sample at 55 °C overnight. The next day, we added 10 μl of Proteinase K and incubated for 1 h at 45 °C. Samples were then spun down for 5 min at room temperature and 2000 rpm, finally, we used 500 μl of samples as starting material for Qiagen PCR purification kit, following the manufacturer’s instructions. We eluted the IP and the input in 30 μl. We used the Qubit dsDNA HS kit to measure the DNA load.

#### Library preparation

Ten nanograms of DNA was transferred to a low binding tube and completed to 55.5 μl with H2O. We added 3 μl of NEBNext Ultra End Repair/dA-Tailing Module Enzyme mix and 6.5 μl of Reaction buffer and incubated each tube at 20 °C for 30 min, then 65 °C for 30 min. The product of the reaction was purified using the Qiagen MinElute PCR Purification Kit; elution was made in 12.5 μl of Elution Buffer. For each tube, an adapter with a different barcode was selected. We used the DNA Quick ligase kit, using 15 μl of 2× buffer, 1.5 μl of DNA quick ligase, and 1 μl of adapter hybrid primer. Mixture was incubated at 22 °C for 30 min. The reaction was purified using the Qiagen MinElute PCR Purification Kit; elution was made in 50 μl of Elution Buffer. Samples were purified using AMPure beads in a 1:1 ratio, washed twice with 80% EtOH and resuspended in 20 μl of Elution Buffer. Using 1 μl, we perform a qPCR using the KAPA SYBR green kit 50 μl total volume to determine the number of cycle for each samples. We then amplify each sample by PCR using the KAPA master mix. We then perform a size selection using AMPure beads, first using a 0.6:1 ratio and excluding the bound fraction followed by a 1:1 ratio selection, washing twice with 80% EtOH and resuspending in 20 μl Elution Buffer. We used in 1 μl to measure the DNA load with Qubit dsDNA HS assay and 1 μl to assess the fragment profile using the Agilent Bio-analyzer DNA 12000 kit.

#### Mapping and analysis

Chip-Seq samples were sequenced on an Illumina Hiseq 2500. The sequencing reads were mapped to the reference genome using Bowtie2 (--end-to-end --very-sensitive); then, the counts for every intron retention event (the flanking exons as well as the intron) were counted using the regionCounts function in the R csaw package [55]. The count data was converted to RPKM and quantile normalized prior to the analyses. Since the RNA pol II coverage decays from the 5′ to the 3′ end of a gene, we converted the RPKM values to the standard normal distribution for each intron retention event (the flanking exons and intron) when we were comparing the retained and the spliced events.

### Statistical and computational analyses

#### Shannon diversity

For each gene, the Shannon diversity was calculated based on the transcript ratios of its annotated isoforms using the Vegan R package [56]. This was done for each RNA-seq sample. The Delta Shannon for each DGRP line was calculated by subtracting the control Shannon diversity from the infected one.

#### Effective length calculations

We first generated tables of transcript, 5′UTR, 3′UTR, and CDS lengths for each line, considering the insertions and deletions in those lines. Then, for each line and condition, we calculated the effective length of a gene as the sum of the products of the length and the corresponding isoform ratio (Fig. 3). To address whether 3′UTR effective length changes were due to differential polyadenylation site use versus splicing, we devised a strategy to classify multi-isoform genes into these two groups. We used simple rules to decide whether 3′UTRs of that gene (1) can contribute to diversity in the first place, (2) have the same number of exons, and (3) share a common start position and different end position. Using this strategy, we obtained three groups of genes (out of a total of 3733 genes with more than one isoform). Splicing: Genes for which splicing can affect the 3′UTR length (*n* = 387). Alternate3Poly: Genes for which an alternate choice of polyadenylation site can affect the length of the 3′UTR (*n* = 1138). No annotated diff/Ambiguous: Genes with either no difference in isoform length or ambiguous classification (*n* = 2208). We then broke down the 3′UTR effective length changes as in Fig. 3b by UTR class. For example, if a gene has more than one isoform, we would first check if it has diversity in 3′UTR lengths of the different isoforms. Then, we would look at those 3′UTRs and check if they are encoded by the same number of exons. If not, then effective length of these 3′UTRs would likely be affected by splicing. If all the transcripts’ 3′UTRs have the same number of exons, and these exons share the same start position but different end position, we put the gene in the “Alternate3Poly” category.

#### sQTL analysis

sQTL analysis was performed using sQTLSeekR [21] using the transcript ratios and genetic variants 10 kb around each expressed gene with multiple isoforms. We performed slight modifications on the package script in order to extract information about the effect size of sQTLs which was normally calculated but not reported.

#### ESE and ISE analyses

We used a published set of 330 intronic and exonic splicing enhancers and pattern matching through the BSgenome and Biostrings R packages to catalogue all the possible locations of those elements within the gene bodies of the reference genome. We then calculated the percentage of sQTLs that overlap with a predicted element. To assess the overlap expected by chance, we randomly sampled, 100 times, sets of variants that are within 10 kb of expressed genes that have a similar allele frequency spectrum as the sQTLs.

#### RNA-binding motif analyses

We used AME version 4.11.1, from the MEME suite, to perform enrichment of all binding motifs of RNA binding proteins using *Drosophila*-specific PWM scores from [25] in introns with increased and decreased retention. The same RNA-binding protein can have multiple RBMs. We used FIMO, also from the MEME suite, for motif scanning using the same set of PWMs. Given that the retained introns were poorly enriched for RBMs and in order to visualize the locations of motifs in both the introns with increased and decreased retention, we used a high FDR threshold of 40% to filter the resulting matches and only kept the motifs that are enriched in the AME results (Additional file 1: Figure S5d,e). For both AME and FIMO analyses, we used the sequences of introns that do not change significantly, that is, introns that are neither spliced nor retained after infection, as background.

#### Overlap with uORF

We used supplementary data table 2 from the study of Zhang and colleagues [30]. We converted coordinates from R6 to R5 using the Flybase Coordinates Back-Converter. We only kept uORFs that are less than 201 bp in length which left us with 32,924 out of 37,619. We looked for any overlap between introns and the uORFs based on the reference locations; then for each DGRP line, we split the intron events by the sign of their PSI value and counted the proportion of those events that have a uORF. To test for significance, we performed a paired one-tailed *t* test between the positive and negative logit-transformed proportions.

## Supplementary information

**Additional file 1: Figure S1.** Enteric infection leads to extensive changes in transcript isoform ratios and increased diversity. **Figure S2.** Example of the functional relevance of a *local-*sQTL. **Figure S3.** Post-infection transcripts tend to be longer, mainly due to the production of longer 5′ UTRs. **Figure S4.** Enteric infection with different pathogens leads to widespread changes in intron retention. **Figure S5.** Introns with increased retention have exon-like characteristics. **Figure S6.** Lark perturbation leads to global changes in gene expression as well as enhanced survival to infection.

**Additional file 2.** RNA-samples used in the study and metadata. Sheet1. DGRP RNA samples used in the study. Sheet2. *w*^*1118*^ RNA samples used in the study. Sheet3. *lark* perturbation samples used in the study.

**Additional file 3.** Infection-induced transcript isoform changes. Sheet1. All PSI values per transcript as calculated using MISO. RASP results for infection effect. GO results for infection effect. Differential expression results for infection effect (companion study).

**Additional file 4.** Shannon diversity results. Sheet1: Shannon diversity per gene per DGRP sample. Sheet2: Delta Shannon diversity (Infected – Control) per gene per DGRP line.

**Additional file 5.** sQTL results. Sheet1. All sQTL results in both conditions (Control and Treated). Sheet2. Significant sQTL results in both conditions, along with predicted coding consequence, location within transcript, and matches to the ESE and ISE. Reference list for ESE and ISI.

**Additional file 6.** Lengths of transcripts and effective lengths of genes. Sheet1. Lengths of transcripts and features from reference annotation. Sheet2. transcript lengths by DGRP line (taking indels into account). Sheet3. CDS lengths by DGRP line (taking indels into account). Sheet 4. 5’UTR lengths by DGRP line (taking indels into account). Sheet5. 3’UTR lengths by DGRP line (taking indels into account). Sheet6. Gene effective length by transcript (taking indels and isoform ratios into account). Sheet7. Gene effective length by 5’UTR lengths (taking indels and isoform ratios into account). Sheet8. Gene effective length by 3’UTR lengths (taking indels and isoform ratios into account).

**Additional file 7.** Intron retention results. Sheet1. Intron retention annotations and results for the DGRP lines. Sheet2. DGRP PSI table per sample. Sheet3. DGRP delta PSI table per strain. Sheet4. DGRP bayes factor table for infection effect comparisons. Sheet5. Significantly changed intron retentions in the *w1118* background (*Ecc15* or *Pe* infection). Sheet6. Intron retention events in the different *lark* perturbation experiments. TRUE means that the event is significantly different in the performed comparison. Sheet7. Summary of overlap with uORF by DGRP line: overlaps were calculated for all, or the significant subset of introns per DGRP strain.

**Additional file 8.*** lark *differential expression and GSEA analyses. Sheet1. Combined differential expression top tables for the three analyses (rnai = RNAi vs WT, uas = UAS.lark vs WT, infection = all infected vs all uninfected). Sheet2. Results of the GSEA analysis based on the logFC values of each gene and gene ontology terms acquired from go2msig.org (April 2015).

**Additional file 9.** Review history.

## Data Availability

The RNA-seq and ChIP-seq datasets supporting the conclusions of this article are available in the NCBI GEO repository, GSE118622 [57]. Analysis scripts are available on Zenodo [58].

# Supplementary material for: Enteric infection induces Lark-mediated intron retention at the 5′ end of Drosophila genes
**Source:** Genome Biol. 2020 Jan 17;21:4. doi: 10.1186/s13059-019-1918-6
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Enteric infection leads to extensive changes in transcript isoform ratios and increased diversity. Figure S2. Example of the functional relevance of a local-sQTL. Figure S3. Post-infection transcripts tend to be longer, mainly due to the production of longer 5′ UTRs. Figure S4. Enteric infection with different pathogens leads to widespread changes in intron retention. Figure S5. Introns with increased retention have exon-like characteristics. Figure S6. Lark perturbation leads to global changes in gene expression as well as enhanced survival to infection.

**Additional File 1: Supplementary figures for**

**Enteric infection induces Lark-mediated intron retention**

**at the 5’ end of *Drosophila* genes**

Maroun S. Bou Sleiman^1^, Michael Frochaux^2^, Tommaso Andreani^3^, Dani Osman^4^, Roderic Guigo^5^, Bart Deplancke^6+^

## Supplementary Figures

**Fig S1. Enteric infection leads to extensive changes in transcript isoform ratios and increased diversity. (a)** Examples of gene isoform ratios in the different conditions and susceptibility groups. The annotated isoforms of each gene are on the y-axis whereas the isoform ratio is plotted on the x-axis. *Atg7* shows a shift in isoform usage upon infection, whereas *mthl10* exhibits a slight difference in isoform usage between resistant and susceptible lines in the uninfected state. Both genes have two annotated isoforms. **(b)** Distribution of delta Shannon entropy values (Shannon entropy in infected minus uninfected state) per gene per DGRP line. **(c)** Boxplot of average delta Shannon entropy per DGRP line, separated by resistance class (one-tailed t-test p-value < 0.05).

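An isoform ratio is the share of a gene's transcripts that 1 annotated isoform makes up, so it can shift while the total output of the gene stays the same. Atg7 and mthl10 can be described here by their gene counts, which give that total. Atg7 (FBgn0034366) lies on the minus strand of chromosome 2R from 18620466 to 18625044 in BDGP6.54. Its expression was 12.3 ± 2.08 CPM (SD, n = 38 lines) in control and 11.8 ± 2.63 CPM (SD, n = 38) in infected guts. The log2 fold change of −0.073 (standard error 0.055, adjusted p = 0.209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not distinguishable from 0, with 23 lines lower and 15 higher. Its direction depended on the normalization, with a log2 fold change of 0.27 under library sizes alone and −0.21 under upper-quartile scaling and −0.15 with a correction for gene length, each of them past the threshold. The gene mthl10 (FBgn0035132) lies on the minus strand of chromosome 3L from 332801 to 342915. Over all 38 lines it went from 81.7 ± 13.0 to 91.8 ± 14.1 CPM (SD, n = 38 each), a log2 fold change of 0.17 (standard error 0.039, adjusted p = 1.23e-04 from the same edgeR test), with 28 lines higher. This small increase was 0.037 under upper-quartile scaling and −0.037 with the correction for gene length, and it was past the threshold under neither. The resistance class of each line was not used here, so neither gene was compared between classes.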

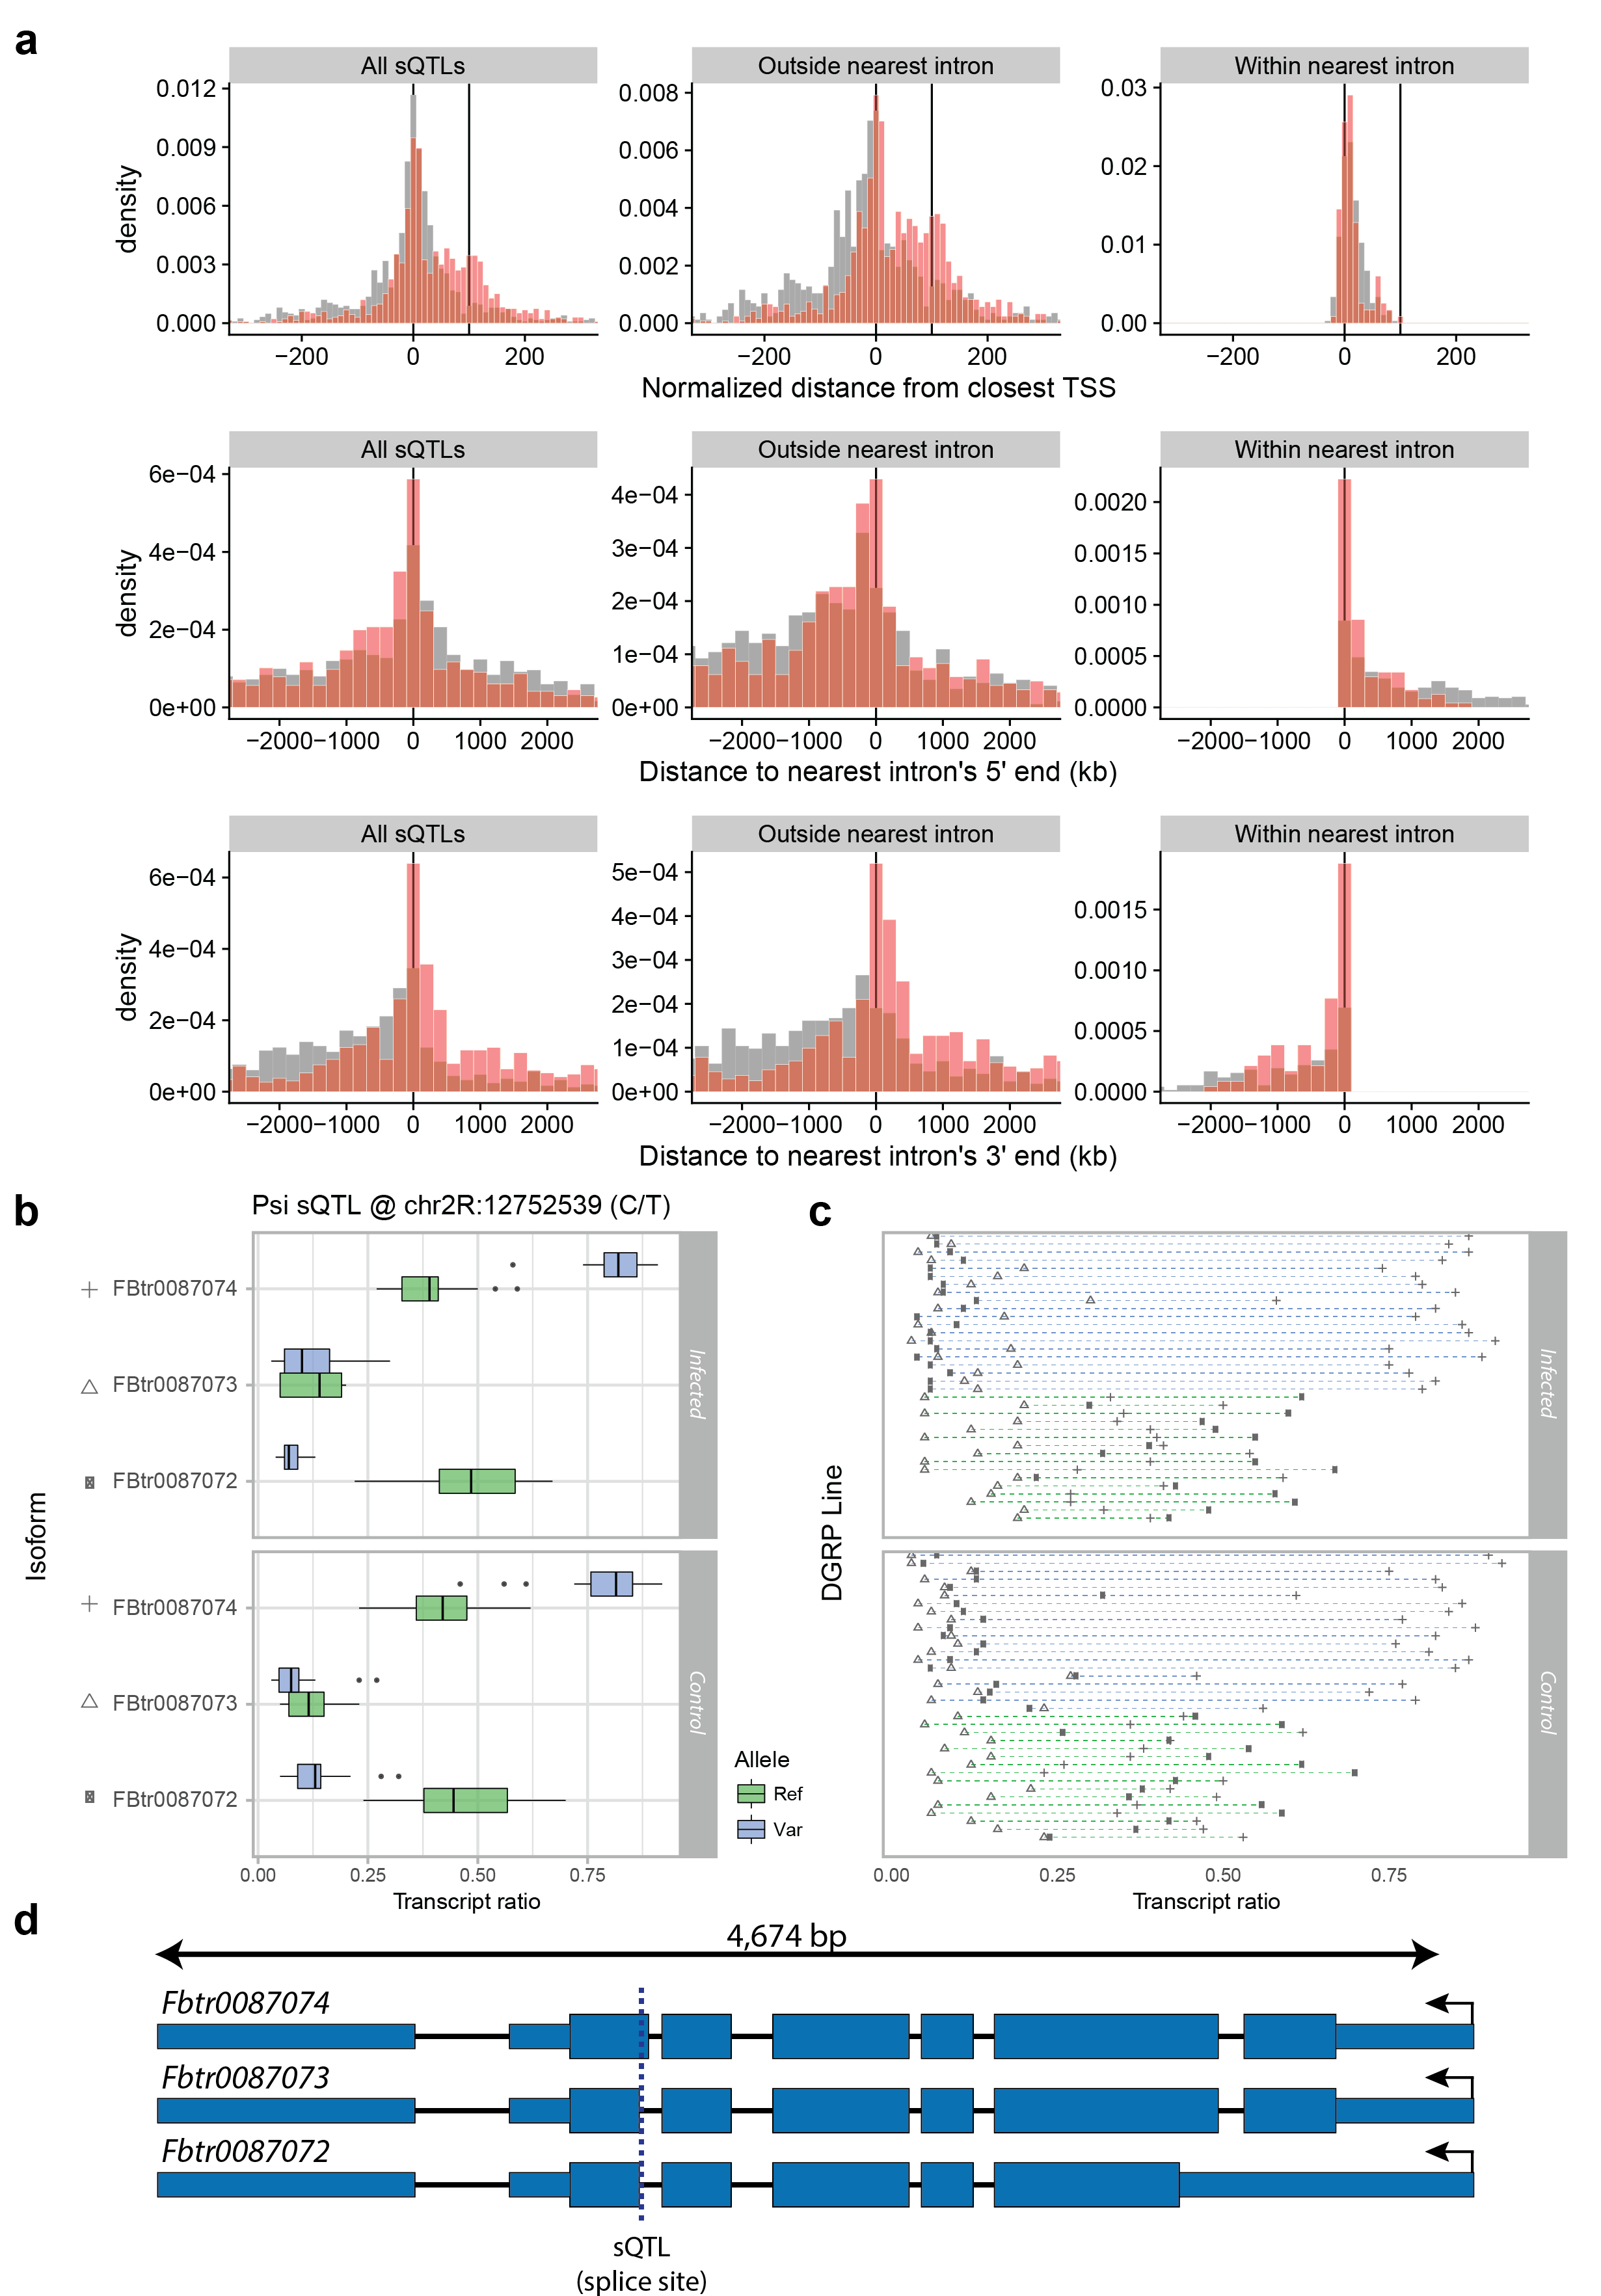

**Fig S2. Example of the functional relevance of a *local-*sQTL.** **(a)** Breakdown of sQTL positions by location and relative to the nearest TSS, 5’ intron splice site, or 3’ intron splice site. sQTLs were further divided into two groups: those that are outside the nearest intron, and those that lie inside the nearest intron. Red bars represent the densities of sQTLs whereas grey bars represent the density of random variants. In the upper panels, the two black vertical lines represent the normalized gene length (from 0 to 100%). **(b)** The isoform ratios of a gene (*Psi*) that has a *local-*sQTL on one of its splice sites. The expression levels are grouped by allele of the *local-*sQTL, with 0,1,2 being reference and alternate alleles, respectively. **(c)** The isoform ratios by DGRP line in the two conditions. The shape of the point indicates the isoform and the color of the dashed line indicates genotype. **(d)** Gene diagram of *Psi* showing the location of the *local*-sQTL.

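A local-sQTL is a sequence variant near a gene that is associated with the ratios of that gene's isoforms. Gene counts do not show these ratios, but they show whether the total output of a gene changed. Psi (FBgn0014870), which encodes an RNA binding protein, lies on the minus strand of chromosome 2R from 16861321 to 16867714 in BDGP6.54. Its expression was 28.1 ± 4.37 CPM (SD, n = 38 lines) in control and 34.5 ± 4.87 CPM (SD, n = 38) in infected guts. The log2 fold change was 0.29 (standard error 0.054, adjusted p = 4.01e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 32 of 38 lines were higher. With a correction for gene length it was 0.021 (standard error 0.043), no longer past the threshold. The alleles of the lines at the variant were not used here.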

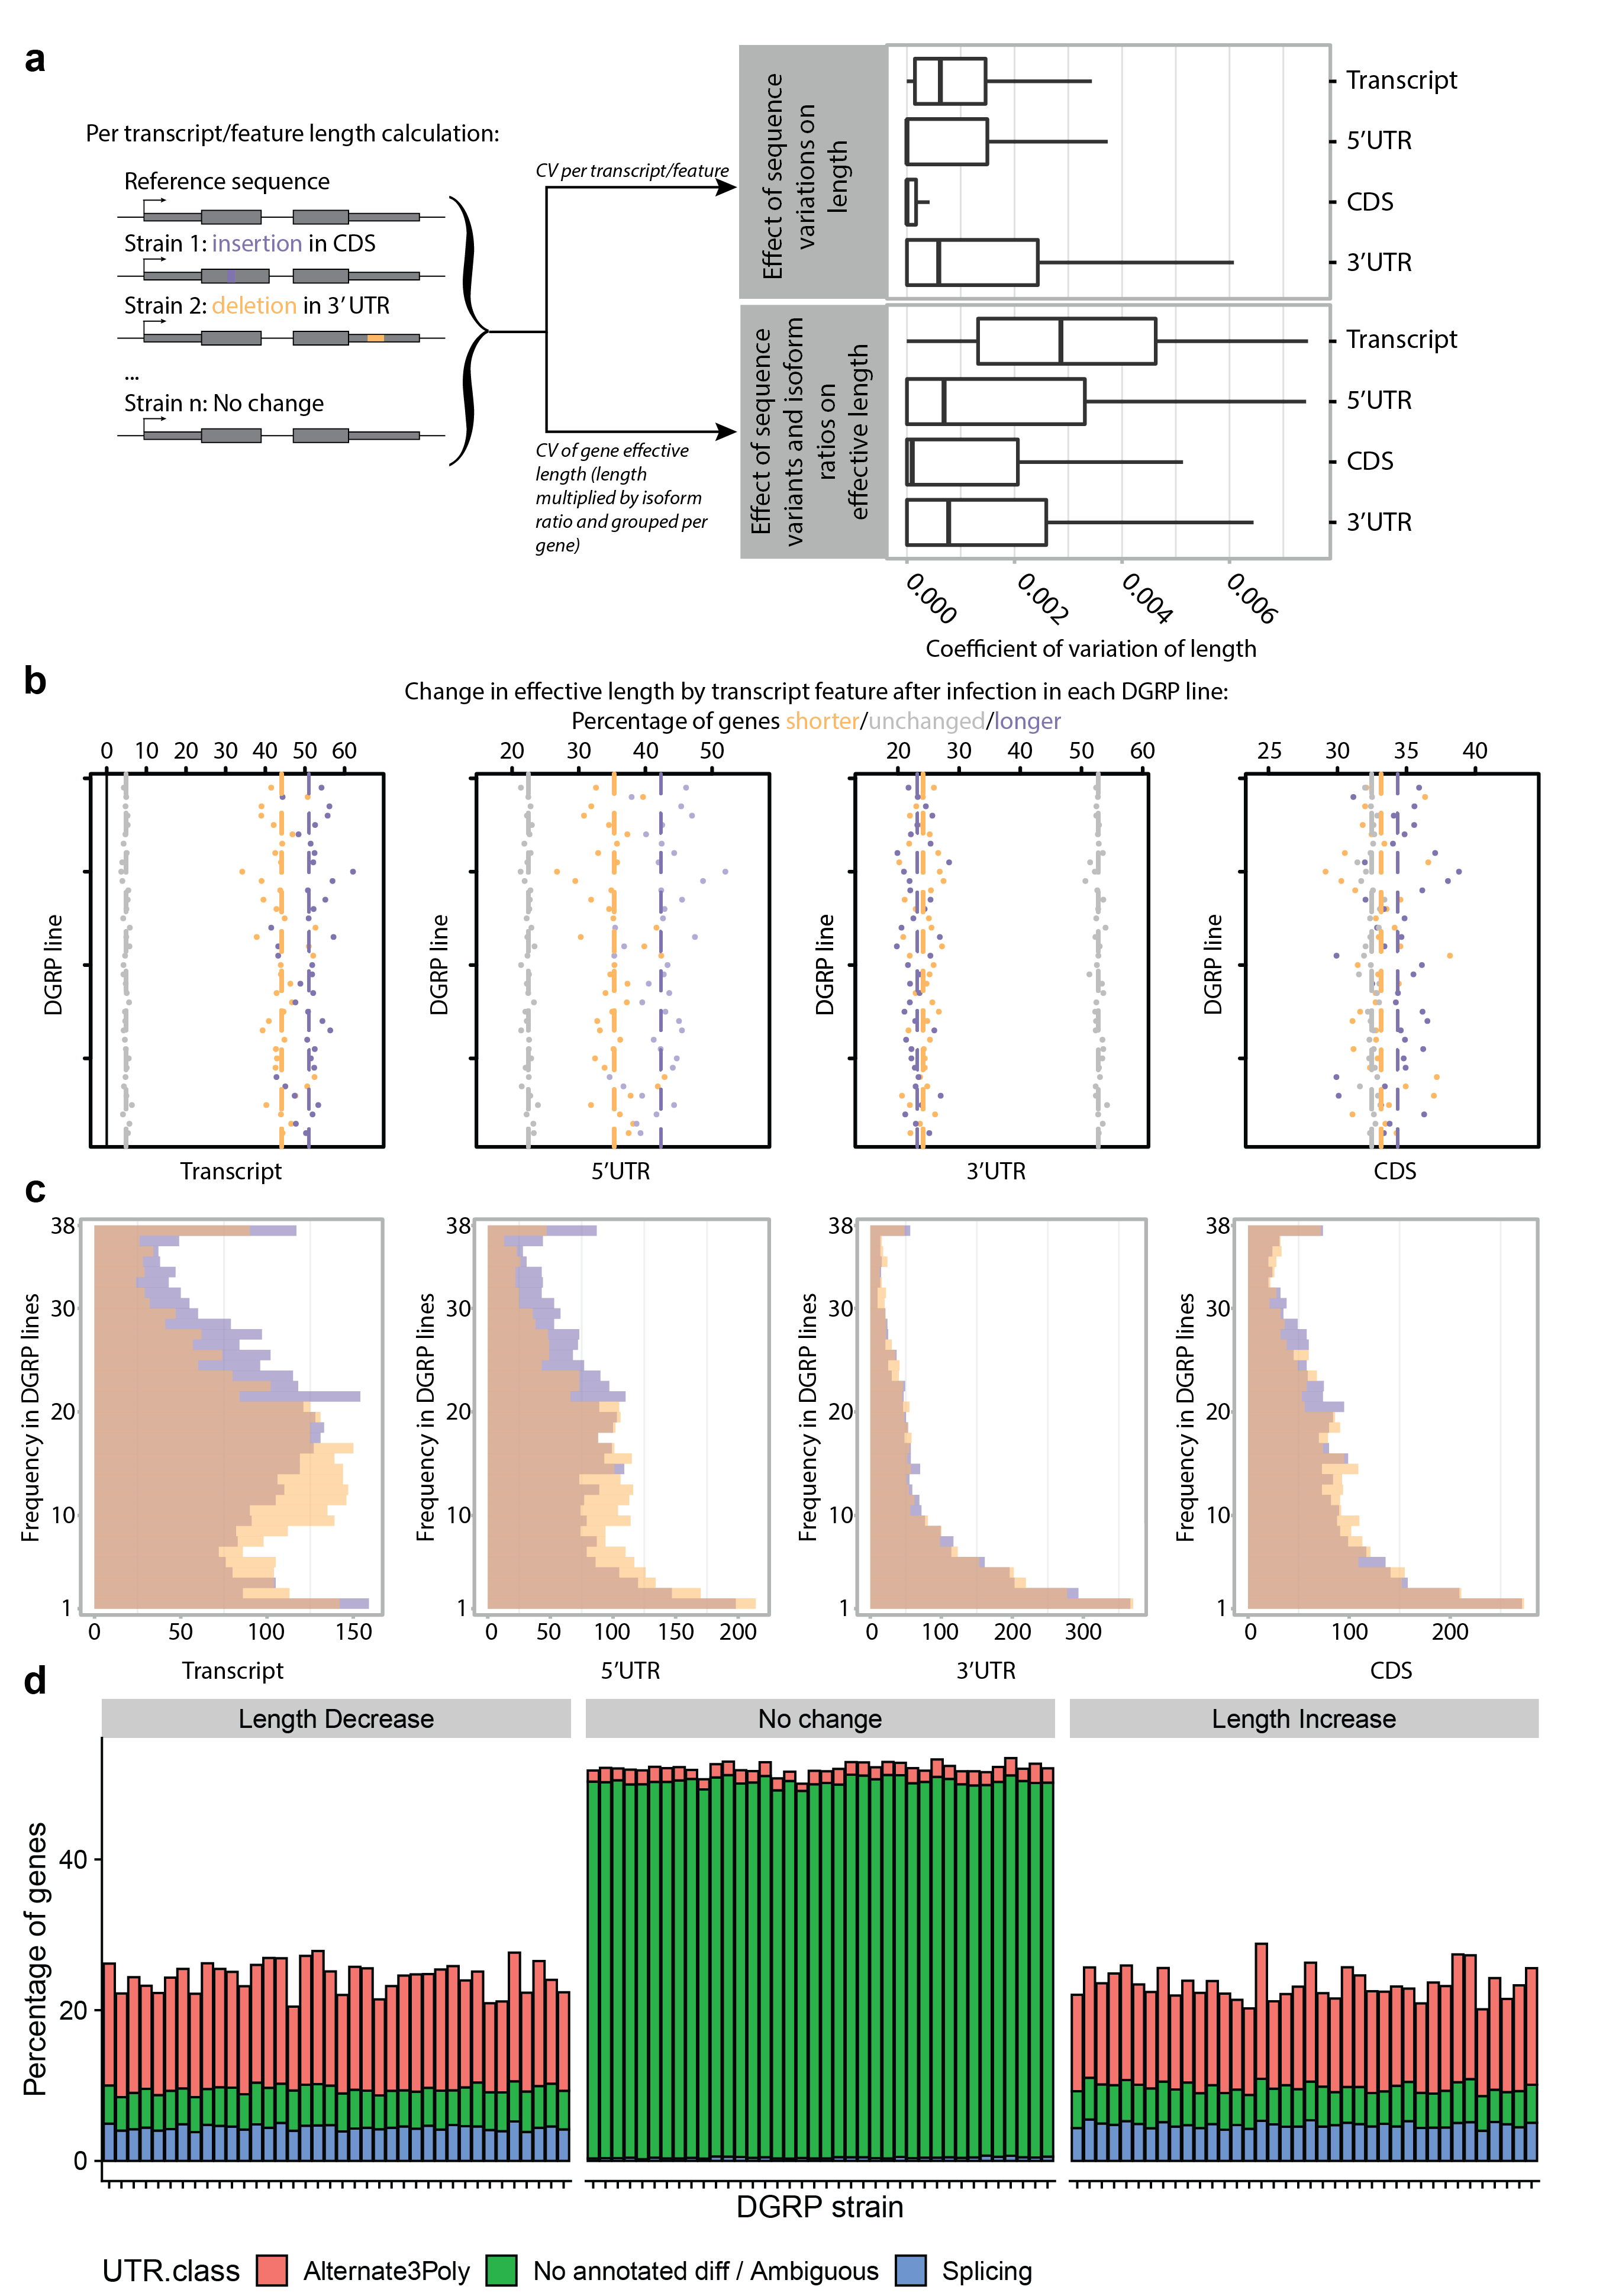

**Fig S3. Post-infection transcripts tend to be longer, mainly due to the production of longer 5’ UTRs.** **(a)** Left panel: The distribution of coefficients of variation in length of each transcript or feature due to natural variation within the DGRP lines. Right panel: The distribution of coefficients of variation in effective length of each gene due to natural variation within the DGRP lines, isoform transcript ratios, and infection. **(b)** Breakdown of number of genes whose effective length increases (in green), decreases (in red) or stays constant (in grey) based on a certain feature (From left to right: the predicted polypeptide- (cds), 3’ UTR-, 5’ UTR-, and the transcript-based effective length change). **(c)** The per-gene frequency distribution among the DGRP lines of the number of genes that increase (green) or decrease (red) in effective length based on the features (from left to right: 3’ UTR, transcript, 5’ UTR, and predicted polypeptide). **(d)** Breakdown of 3’ UTR effective length changes by 3’ UTR class. Each gene with more than 1 isoform, was classified into 3 groups, depending on how its isoform lengths may be affected by 3’ UTRs. Alternate3Poly is the group of genes whose 3’ UTRs vary in 3’ polyadenylation site usage. Splicing is the group that is affected by alternative splicing. The remaining genes are either complex or ambiguous, or do not have diverse 3’ UTRs. The percentage is the percentage of all genes that increase, decrease, or do not change in effective 3’ UTR length.

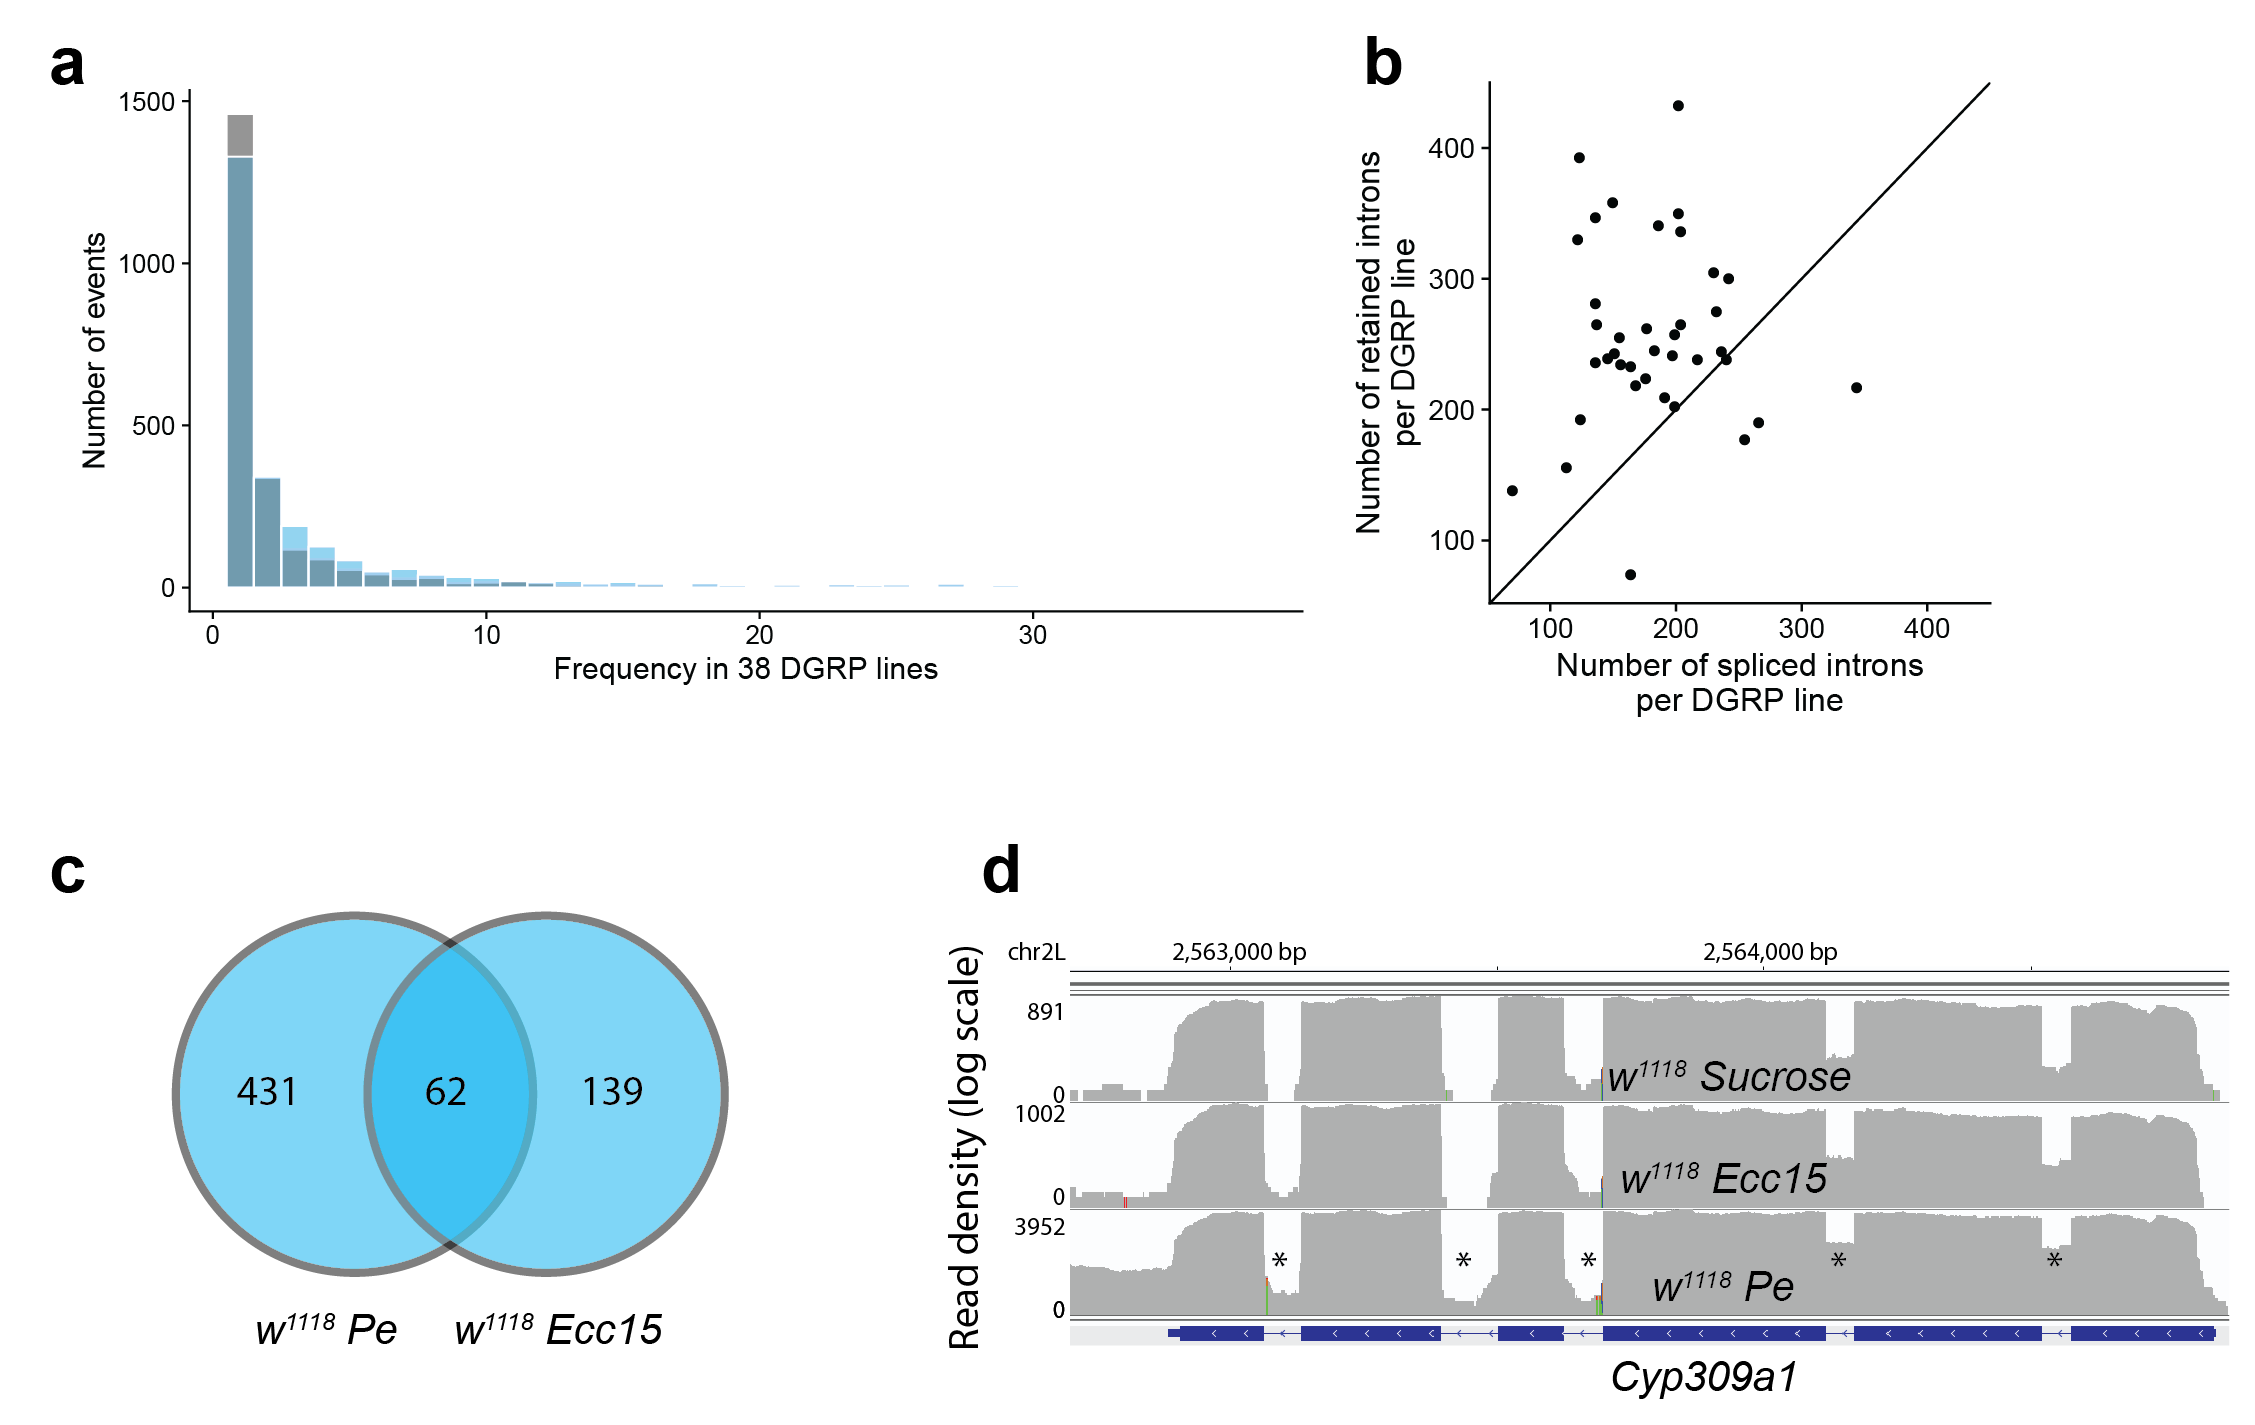

**Fig S4. Enteric infection with different pathogens leads to widespread changes in intron retention. (a)** Frequency distribution of introns with significant increase or decrease in retention in the 38 DGRP lines. The two distributions are overlaid, not stacked, and show that there are more introns with increased retention that are shared between different DGRP lines. **(b)** Scatterplot showing the number of introns with significantly decreased and increased retention in each DGRP line. Most DGRP lines have more introns with increased than decreased retention. **(c)** Venn diagram showing the intersection of the significant intron retention events under the two conditions (*Pe* and *Ecc15*). **(d)** Illustration of multiple intron retention events within a single gene *Cyp309a1*. Retained introns are marked by an asterisk. The snapshot was obtained using IGV.

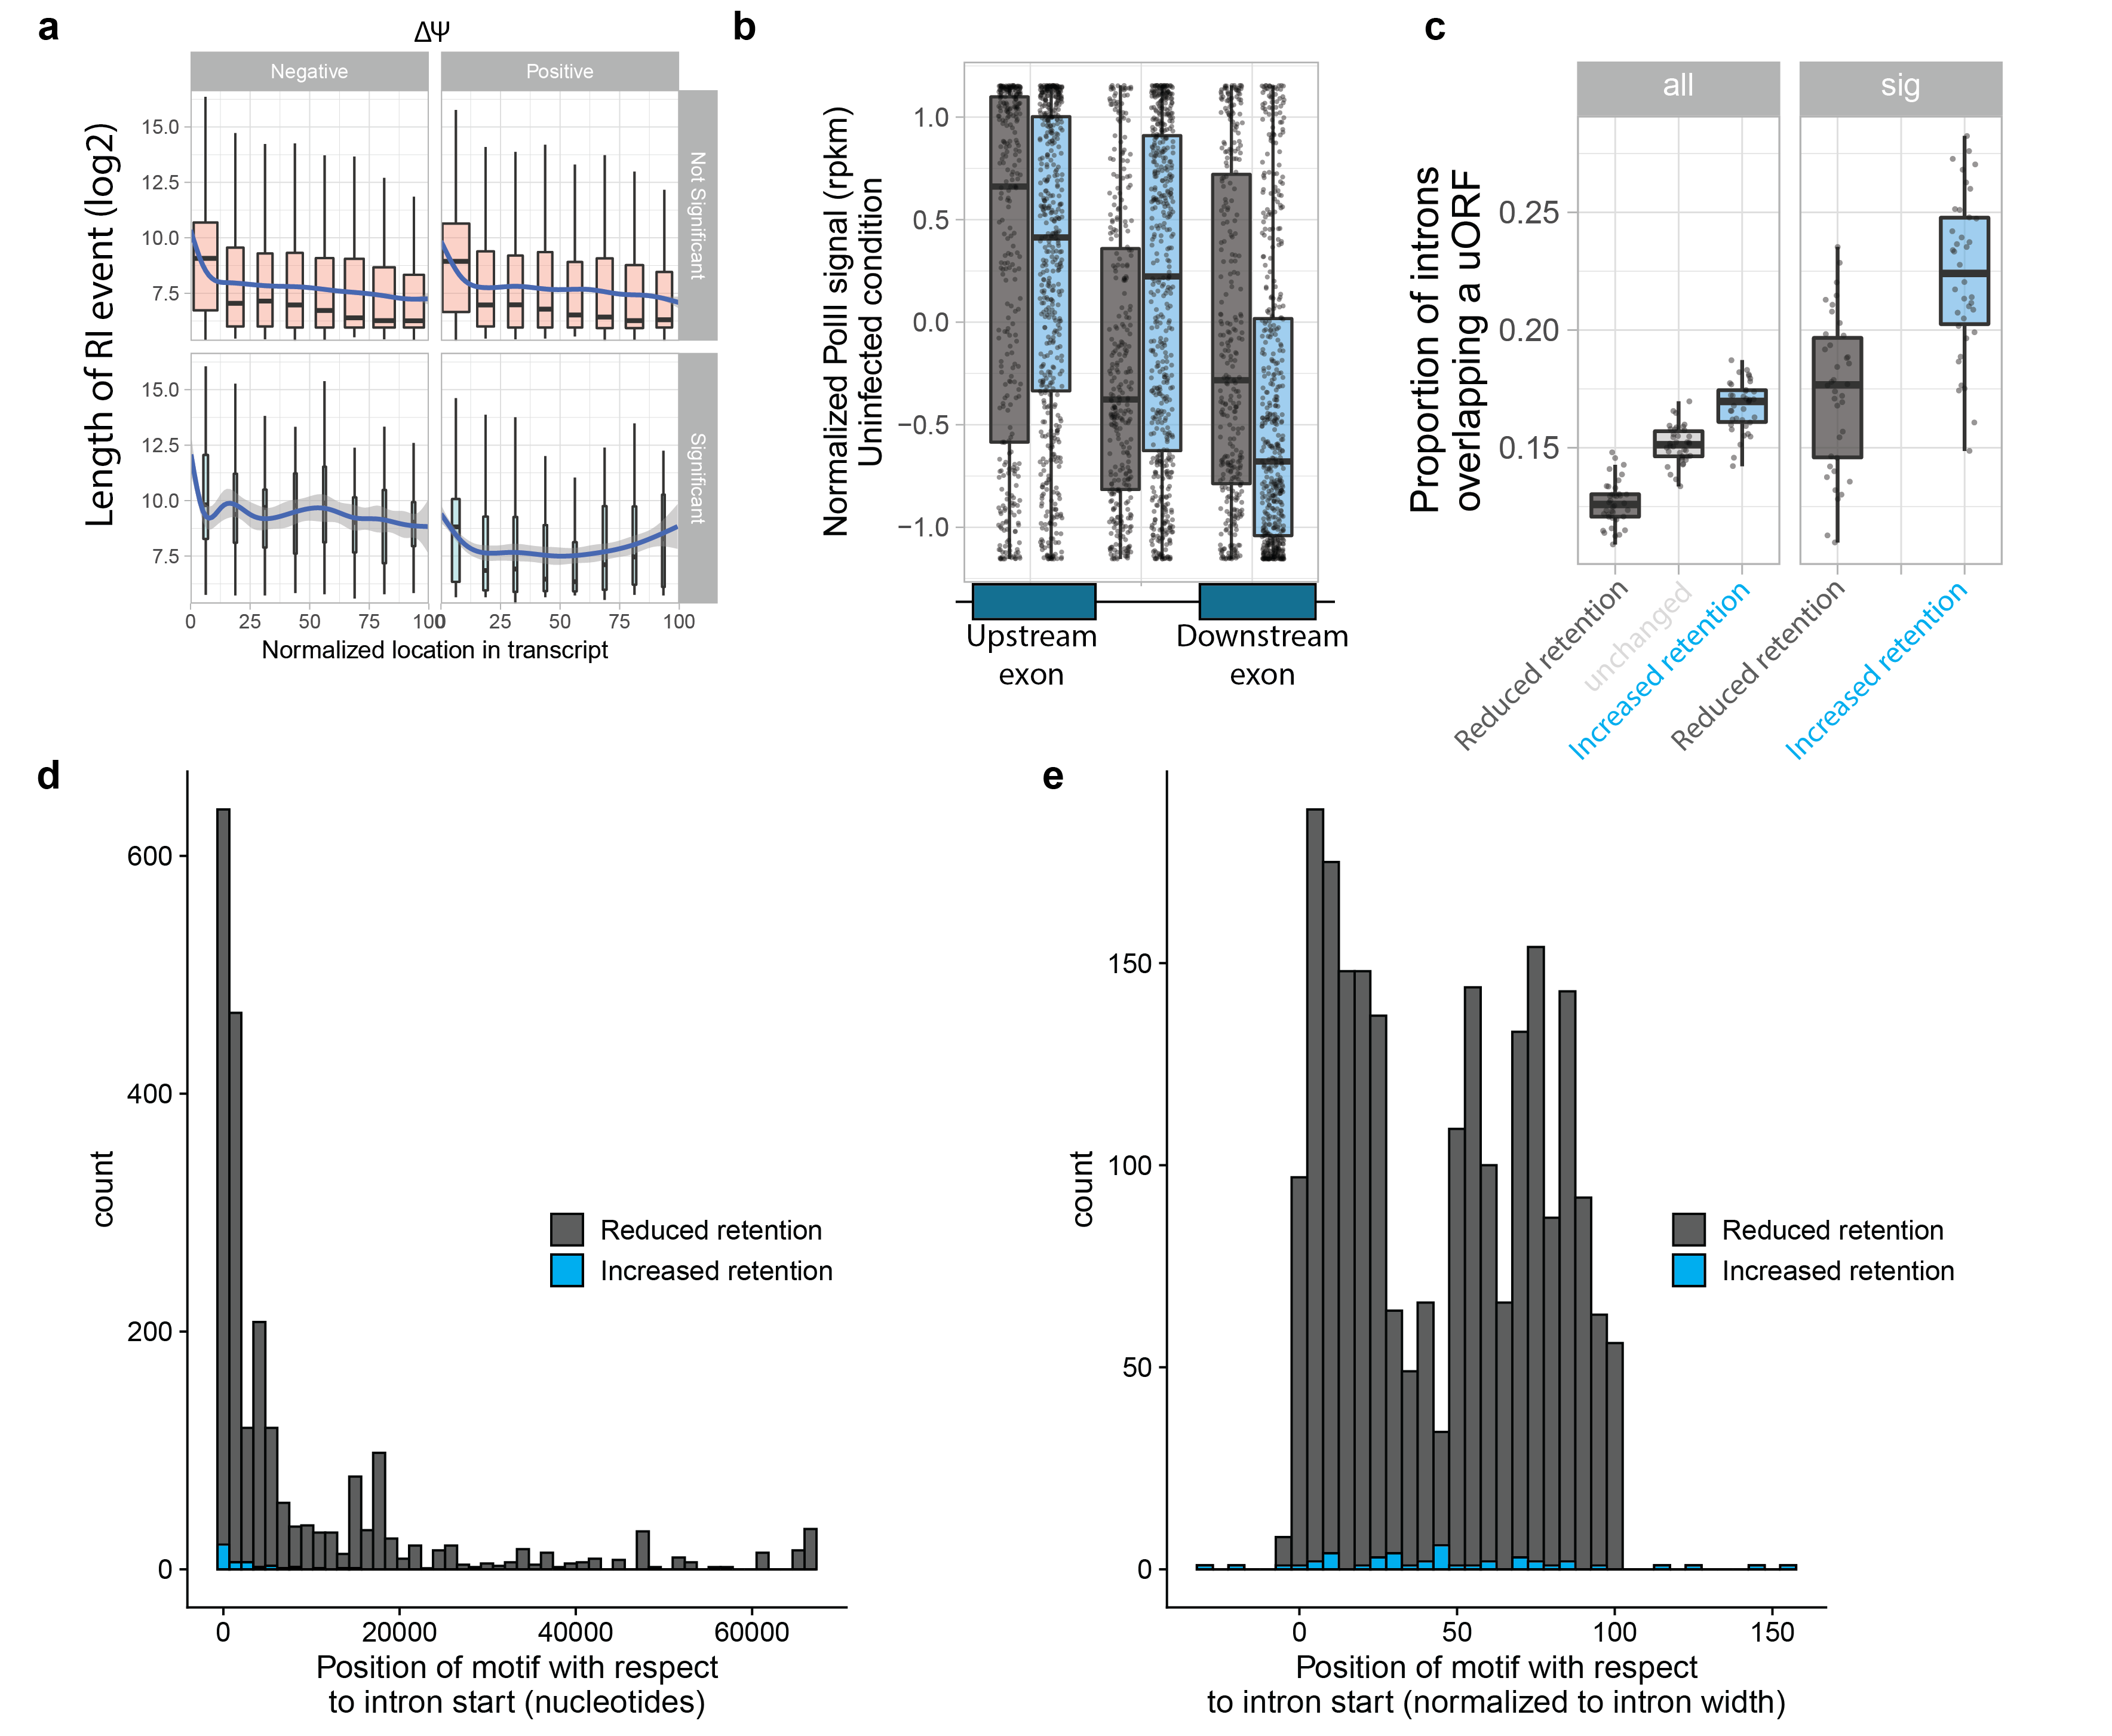

**Fig S5. Introns with increased retention have exon-like characteristics**. **(a)** Distribution of intron lengths (in log_2_ scale) as a function of location within the transcript for non-significant (upper panels, red) and significantly changed introns in at least 4 DGRP lines (lower panels, blue). The left panels show introns that have decreased retention (negative delta PSI) whereas the right panels have increased retention (positive delta PSI, right). The blue lines are loess smoothing curves with 95% confidence intervals. **(b)** Standardized RNA polymerase II signal density in log_2_(rpkm) in the uninfected state, in introns and flanking exons for all intron retention events with significant changes in retention. **(c)** Proportion of introns overlapping a uORF in all tested introns by DGRP line (left panel, paired one-sided t-test p-value = 1.47e-15), and in introns that are significantly changed in each of the DGRP lines (right panel, paired one-sided t-test p-value = 8.2e-8). **(d-e)** Histogram representing the motif scanning results, using FIMO, of enriched motifs in the two intron groups: **(d)** shows the positional density in nucleotides with respect to the introns’ 5’ splice site, whereas **(e)** shows the positional density normalized to the intron length. The scans were performed on introns plus 50 bps from each side, hence some predicted binding sites are found outside the normalized 0-100% range of the intron.

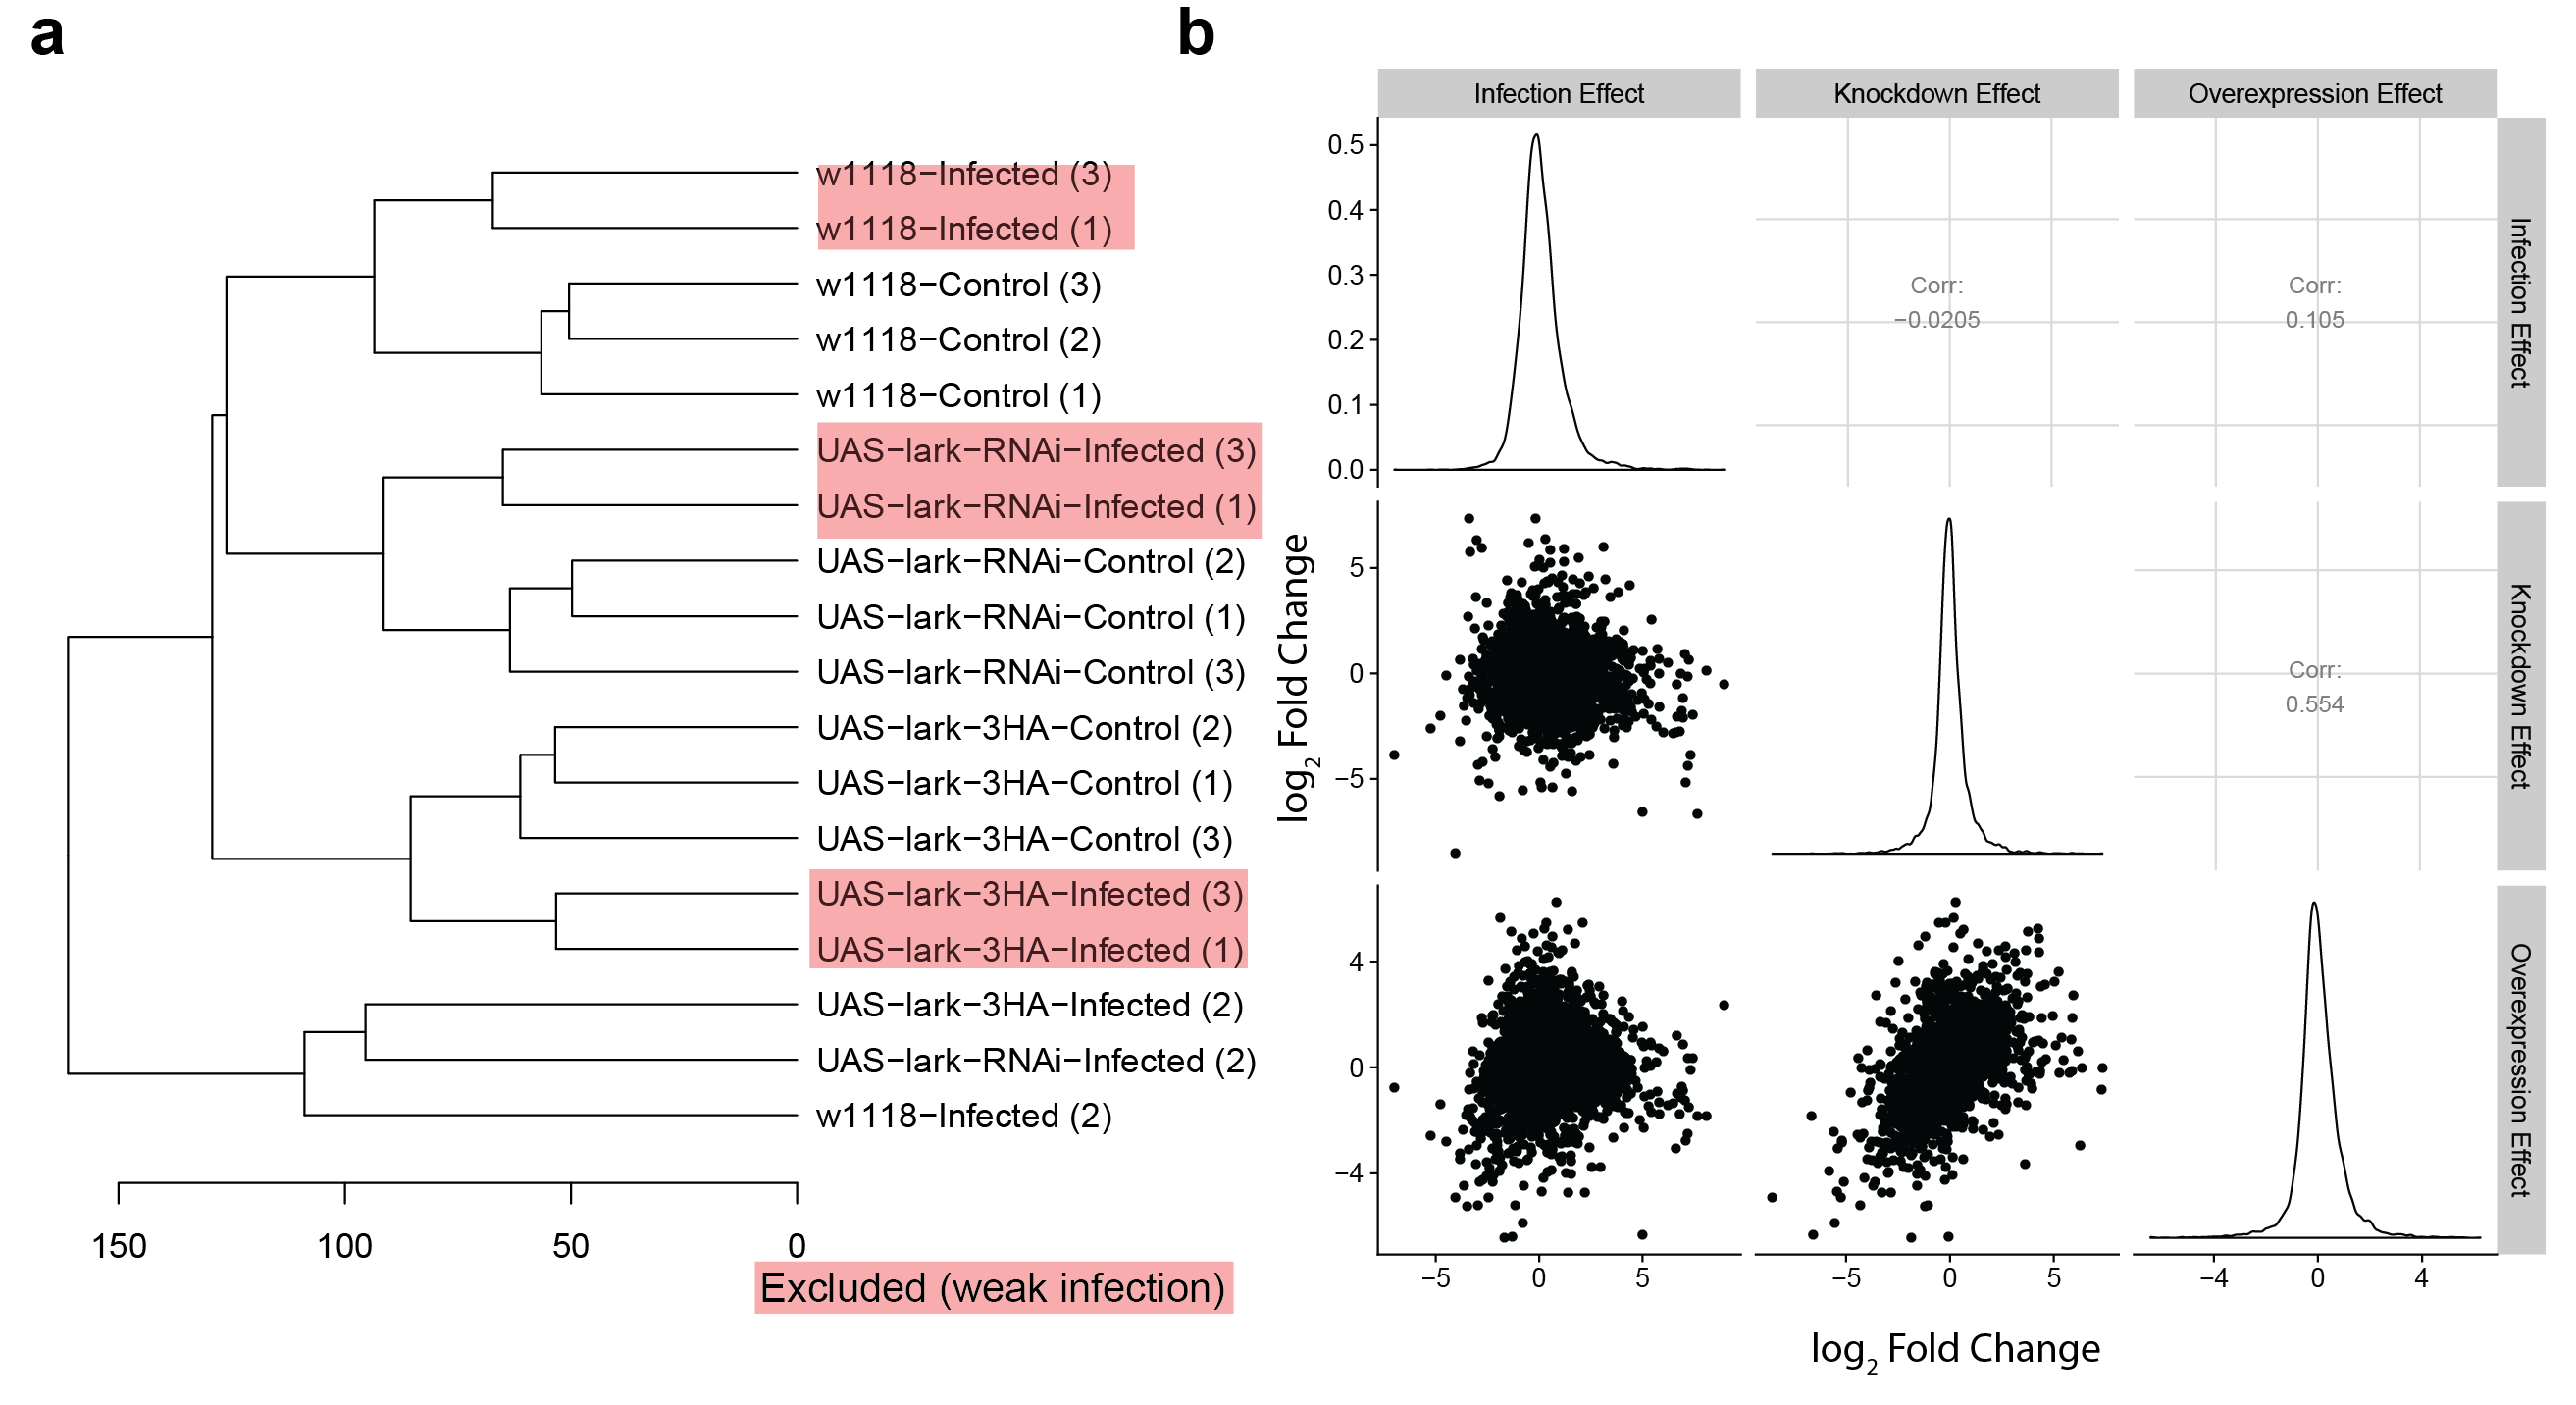

**Fig S6. Lark perturbation leads to global changes in gene expression as well as enhanced survival to infection. (a)** Hierarchical clustering of the generated transcriptomes. We identified two batches where the infection effect was weaker than the genotype effect, so we excluded them from further analyses. **(b)** Pairwise comparisons of log_2_(fold changes) of the infection, overexpression, and knockdown effects. The fold changes were computed using limma with a model that includes genotype (WT, *lark* knockdown, *lark* overexpression) and condition (control and infected).

How the deposited data were processed for this re-analysis (not part of the article)

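RNA was measured in guts of 38 DGRP lines, each as 1 control library from flies fed sucrose and 1 library from flies infected with P.e., with the guts of 30 adult females pooled per library after 4 h. Condition and line of each of the 76 samples were taken from the sample labels and checked against the paper's description of the panel. The resistance class of each line was not used. The w1118, lark perturbation and ChIP experiments, the isoform ratios, the intron retention values and the sQTLs were not analysed here.

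The values are whole-number counts of reads per gene, deposited by the authors without normalization. To make them, the authors sequenced single-end Truseq libraries for 100 cycles, aligned the reads with STAR 2.3.0 to a genome individualized for each line from Release 5 and the homozygous variants of that line, shifted the Ensembl BDGP5.25 annotation accordingly and counted with HTSeq-count 0.5.4p3. Reads with several alignments and reads on more than 1 gene were tallied apart from the genes. The strand setting and the overlap mode of the counting are not given in the sources used here. Reads shared by near-identical genes were not resolved further, so AttA and AttB, CecA1 and CecA2, PGRP-SC1a and the Jon25B family are uncertain.

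The 5 tallies of reads on no gene were kept out of library sizes and tests. Together they made up 21.0% ± 1.91 (SD, n = 38) of the reads on genes and in the tallies in control and 17.7% ± 1.62 (SD, n = 38) in infected libraries. Over both conditions the median total count on genes was 16008795.5. How far depth limits the calls was examined by thinning all libraries to the lowest total. No library was a copy of another by a chi-square test over genes with at least 20 counts in a pair, since the smallest chi-square per degree of freedom among the 703 pairs of libraries within a condition was 110 for control and 100.2 for infected samples, and 261 among the 1444 pairs of a control with an infected library.

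Genes were kept with more than 5 counts in at least 38 samples, after the paper's filter. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, robust glmQLFit and glmQLFTest) on the deposited counts, with TMM normalization, a term for each line and a term for infection, and Benjamini-Hochberg adjustment over the 9211 genes tested. Line was in the model because both libraries of a line come from 1 inbred line and the paper blocks on strain. The labels pair the samples by line, and in the counts each infected library was closest to the control library of its own line. Log2 CPM values used a prior count of 2. Gene sets were tested with fry and camera of limma 3.58.1. Relations across lines were tested with 100000 permutations and shares of reads with 100000 permutations of the condition within lines, two-sided.

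The alternatives were a model without line, limma voom with duplicateCorrelation, DESeq2 1.42.0 with line in the model, relative log expression (RLE) size factors, library sizes alone, upper-quartile scaling, no filter on low counts, filterByExpr, counts thinned to the lowest library total, adjusted p thresholds of 0.01 and 0.001, a limit of 1.5-fold, and a fit of log2 CPM corrected within each sample for gene length, with line as a block. For measures over lines they were a prior count of 0.5, genes with a mean of at least 10 CPM, Spearman's correlation and median absolute deviations.

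The rule for the genes named in the text was written before the data were examined, as were the gene lists, the tests and the alternatives, apart from those stated to have been added. It takes every gene the paper names that could be matched in the counts by symbol or identifier, 12 of 15, the 5 largest increases and 5 largest decreases among called genes that moved the same way in all 38 lines and reached a mean of at least 10 CPM in the higher condition, the 3 largest changes in each direction among called genes of the immune and splicing lists, and the 2 genes with the highest mean count of each marker list. Of the genes the rule takes, 1 is not reported here. The lists were written from general knowledge. The splicing list had 47 genes, of which 33 were matched and tested. Of the marker lists, ovary had 30 genes, fat body 9, Malpighian tubule 8, the Y chromosome 11 and the roX RNAs 2, of which 27, 8, 6, 6 and 2 were matched.

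Symbols, locations and exon lengths came from the Ensembl 115 annotation of BDGP6.54, matched on the FlyBase identifier, and 8505 of the 9211 genes tested (92.3%) had an exon length. Locations in BDGP6.54 are not those of the Release 5 genome to which the reads were aligned. No correction for GC content was run because no genome sequence was used.

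The fits were tested on simulated data, with counts for the same 9211 genes and 76 libraries in which 200 genes were changed. The edgeR fit with line called 200 of the 200 and 8 unchanged genes, 3.85% of its calls, and its fold changes correlated with the true ones at 0.998. The fit without line called 199 and no unchanged gene, limma voom 200 and 11 (5.21%), and DESeq2 200 and 20 (9.09%). In the simulation few genes changed, in both directions and by the same amount in every line. In the data 7930 of the 9211 genes were called. The simulation therefore cannot tell whether the TMM normalization or these error rates hold for so broad a response. In the simulated lines each infected library was closest to its own control library in 38 of 38 lines, and in 36 after 2 infected libraries were exchanged.

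As a check on chance, infection and control labels were exchanged within randomly chosen lines and the edgeR fit repeated, for 24 assignments in all with the real one included.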

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

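The marker lists were fixed in advance, whereas the tests of single genes, of exu against osk and orb, of the sum without exu, of the scaling of the sum and of the chorion genes in 1 library were chosen only after the sum had been seen.

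In CPM computed over all genes in the counts, the summed expression of 27 genes of the ovary list, which the paper does not discuss, was above the level of the control samples after infection. Its median was 34.1 CPM in control and 79.9 CPM in infected samples, and it was higher in 37 of 38 lines (exact two-sided sign test, p = 2.84e-10, adjusted 1.14e-09 over the 4 marker lists with counts). Of the 27 genes, 9 passed the filter on low counts in these guts. The most abundant, exu, went from 17.9 ± 5.42 to 47.7 ± 8.53 CPM (SD, n = 38 each) and was higher in 38 of 38 lines, with a log2 fold change of 1.44 (standard error 0.067, adjusted p = 4.53e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without exu the medians were 17.7 and 27.1 CPM, higher in 31 of 38 lines (exact sign test, p = 1.16e-04). The second most abundant gene, grk, had a log2 fold change of 0.13 (standard error 0.065, adjusted p = 0.0572 from the same edgeR test). The fold changes use CPM over the 9211 genes tested, on which grk was higher in 24 lines, against 26 in the CPM over all genes.

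The normalization is argued against, because under upper-quartile scaling, which gives lower infected values than TMM, the sum was still higher in 37 of 38 lines, with medians of 35.9 and 76.9 CPM. With library sizes alone, which raises infected values, it was higher in 38. RNA from ovaries carried over into the infected samples would raise the abundant ovary transcripts together. For exu it is argued against as the whole source. In the 18 lines in which the summed CPM of osk and orb, 2 genes chosen after their values were seen, was not higher after infection, exu had a median change of 32.0 CPM (range 9.72 to 45.7), against 28.9 CPM (15.6 to 44.5) in the 20 lines in which it was higher. A linear fit over the 38 lines gave a change of exu of 30.0 CPM at no change of osk and orb (95% confidence interval 27.3 to 32.6). In the 14 libraries of either condition with more than 10 CPM of osk and orb together, these reached 74.6 CPM, while across libraries exu changed by 0.109 CPM per CPM of both in control (same kind of interval, −0.035 to 0.252) and 0.0581 in infected samples (−0.146 to 0.262). In the 7 lines in which the list without exu was not higher, the median change of exu was 29.5 CPM, against 29.4 CPM in the other 31. A change in expression of exu in the gut stays open, as a hypothesis, and reads from genes overlapping exu were not examined.

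For the rest of the list the counts decide less. Of the 11 genes of the list with a mean of at least 1 CPM, named here after their values were seen, 4 were higher in at least 30 lines (exu in 38, yellow-g in 37, swa in 32 and Fcp3C in 31), and 7 were not (CycB in 28, grk in 26, osk in 26, Cp15 in 19, orb in 18, Cp38 in 9 and Cp36 in 8 of 38 lines). Those 7 do not decide on ovary RNA for the sum without exu, since CycB, grk and osk rose in most lines, with medians of 1.81 and 2.94 CPM for CycB and 0.271 and 0.514 CPM for osk, and Cp36, Cp38, Cp15 and orb had medians below 0.3 CPM in both conditions, near the floor. Genes with a mean below 1 CPM, also chosen after their values were seen, went both ways: Cp7Fa was higher in 37 lines and Cp18 in 22, and bcd was lower in 27 of 38, with medians of 0.674 and 0.431 CPM. For the sum without exu, RNA from ovaries and a change in expression within the gut after infection cannot be told apart, because most of these genes are near the floor.

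Single libraries are a separate matter. The highest sums were 631 CPM in the infected library of DGRP-897, 574 in that of DGRP-441 and 223 in that of DGRP-280. In the infected library of DGRP-897, 4 of the 9 chorion genes of the list (Cp36, Cp38, Cp7Fb and Cp7Fc, named after their values were seen) had their highest CPM over all 76 libraries, so RNA from ovaries in that library may explain its sum, a reading for which the 4 chorion genes speak. A change in the gut of that line cannot be told apart from it, because there is 1 infected library per line.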

How the results depend on the processing

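The alternatives for the share of reads on no gene, the ribosomal protein genes and the ovary list, and the correction for gene length for lark, were chosen only after those results had been seen, and their values stand with the results.

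The count of differentially expressed genes stayed between 7025 and 8924 when 1 choice was changed at a time without a limit on the size of the change, and it was 6891 for limma voom with an adjusted p under 0.001, which changes 2. With a limit of 1.5-fold 4406 genes were left, a limit that by construction removes the smaller changes. The count above 2-fold stayed between 2252 and 3152. Without the line as a block, 7450 genes were called and 7421 of them were also called with it; leaving out the block lost the calls of Hsp83, Adh and PGRP-SC1a and changed no other call among the genes named. Under library sizes alone 69.5% of called genes were higher and under upper-quartile scaling 42.8%, against 49.6% with TMM, and the median log2 fold change of all genes tested moved to 0.32 and −0.15.

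The immune list had between 48 and 53 called genes over the alternatives of normalization, filter, tool and depth, with 42 to 47 of them higher. At an adjusted p under 0.001 it had 48. In the splicing list 28 to 31 genes were called, or 25 at an adjusted p under 0.001, and the split followed the normalization, with 26 higher and 3 lower under library sizes alone and 13 higher and 15 lower under upper-quartile scaling, against 17 and 14, as both scalings shift all genes. The log2 fold change of lark stayed between 0.33 and 0.80 and past the threshold in all 10 of its alternatives, with 0.41 after the correction for gene length.

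For the 37 other named genes, 348 of 370 values under alternatives kept their direction and their side of the threshold, 11 were no longer past it, 4 were newly past it and 7 reversed. Under library sizes alone the log2 fold change reversed for Atg7 (0.27), Adh (0.038), Yp3 (0.17), Yp1 (0.20) and salt (0.21), and under upper-quartile scaling for grk (−0.0015), which the shift of all genes under each scaling accounts for in size. It reversed for mthl10 with the correction for gene length (−0.037), and the cause was not tested.

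Among measures over lines, restricting to genes with a mean of at least 10 CPM moved the median correlation of a line's response to 0.912. That is its correlation with the other lines. The intra-strain correlation moved to 0.336 and the median log2 variance ratio to 0.18. For that ratio, 2 of 100 assignments within lines, the real one included, were as far from 0. The cause of these shifts was not tested. The correlation of the response of lark with the size of the line's response was −0.0278 without the 2 lines farthest from the median response size, against 0.0895 with all 38 lines, and neither is distinguishable from 0.

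Thinning all libraries to the lowest total gave 7758 called genes, so the difference in depth between libraries limits few calls. The planned correction for GC content was not run, because no genome sequence was used, and the planned fit was run for gene length alone, over 8505 genes, of which 7347 were called.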

Differences from the paper's values

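The paper gives 2471 differentially expressed genes after infection, and 7930 were called here with edgeR at an adjusted p under 0.05 and no limit on the size of the change. The paper's text does not name its threshold for this count. Its list of supplements ascribes the differential expression results for infection to a companion study, so the filter and method behind the count may also differ. Among the alternatives set before the data were examined, none without a limit of 2-fold came within 1.5 times the paper's value. They gave 7450 genes without line as a block, 7794 with limma voom and duplicateCorrelation, 7969 with DESeq2, 7933 with RLE size factors, 7738 with library sizes alone, 7971 with upper-quartile scaling, 8924 without a filter, 7800 with filterByExpr, 7758 after thinning, 7347 with the correction for gene length, 7509 at an adjusted p under 0.01, 7025 at one under 0.001 and 4406 with a limit of 1.5-fold. With a limit of 2-fold, which was also set before the data were examined, the count was 2317, within 1.5 times the paper's 2471, and so were all of its alternatives, from 2252 after thinning to 3152 without a filter, with 2319 for limma voom and duplicateCorrelation. This names the setting under which the counts come close and not the paper's method.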

Other observations

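The tests on the share of reads on no gene with the 20 most abundant genes and in lines with a shallower infected library, the tests on ribosomal protein genes under other scalings and after a correction for gene length, and the test of RpL32 as a single changed gene were chosen only after the results were seen, as was the correction for gene length for lark, and the ribosomal protein genes themselves were examined because of RpL32.

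Infection and control were exchanged within randomly chosen lines, to set the counts of called genes beside those of other assignments. In 24 assignments, only 1, the real one, gave as many called genes, as many above 2-fold, as many in the immune list and as many in the splicing list. The other assignments gave 0 called genes each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 they gave between 32 and 4604 genes, with a median of 162, against 7967 for the real assignment. No other tool was run on them. They differ from the real one in that each condition then holds a mixture of infected and control libraries. The infection effect stays in those data and widens the residual spread, which works against calls. The 0 calls therefore do not estimate how many genes would be called without an effect.

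The paper states that infection raises lark levels. The RT-qPCR it describes for lark compares guts with lark knocked down or overexpressed to wild type, after infection according to its legend. In the DGRP guts, lark (FBgn0011640, chromosome 3L, 7339266 to 7341893 in BDGP6.54) went from 63.8 ± 10.7 to 87.7 ± 13.5 CPM (SD, n = 38 each), a log2 fold change of 0.46 (standard error 0.053, adjusted p = 1.31e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 35 of 38 lines (exact sign test, p = 6.68e-08). The change of single lines ranged from −0.25 to 1.18 on the log2 scale.

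RpL32 (FBgn0002626, chromosome 3R, 30045229 to 30046161), the gene to which the paper normalizes its RT-qPCR, fell in all 38 lines, from 1660 ± 400 to 435 ± 93.1 CPM (SD, n = 38 each), a log2 fold change of −1.93 (standard error 0.069, adjusted p = 6.06e-27 from the same edgeR test). It lay between −2.06 and −1.59 under the alternatives. Relative to RpL32, the log2 fold change of lark in these counts was 2.39 ± 0.54 (SD over 38 lines), from 1.23 to 3.42. The paper describes its RT-qPCR of lark as a comparison of genotypes, and not of infected with control guts. The samples behind it were not analysed here, so what the fall of RpL32 means for that measurement was not tested.

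The fall was not confined to RpL32. Of 70 tested ribosomal protein genes, 69 were called lower, a count that a change of RpL32 alone does not give, and all 69 fell more than 2-fold with TMM, with a median log2 fold change of −1.40 over the 70 and RpL32 second from the bottom. RpS5b, named after its values were seen, did not fall, at 0.81 with an adjusted p of 0.0507 from edgeR's test, and it was called higher under 6 of 10 alternatives. Under each alternative, 69 of the 70 were called lower. The normalization is argued against as the whole cause, since the median was still −1.06 with library sizes alone, a scaling that raises infected values. Gene length is argued against in the same way, with a median of −1.19 after the correction for it. A few deviant lines are argued against too, since the median over the genes was below 0 in all 38 lines, from −2.19 to −0.58. Short, abundant genes as a class remain open. Of 10000 random lists of other genes matched on exon length and mean expression, 149 had a median as low, and the median of the random lists was −0.87, so part of the fall may belong to short and abundant transcripts in general, for a technical reason or because the infected gut makes less of them. RNA quality was not measured here, and these explanations cannot be told apart.

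The 33 tested genes of the splicing list, chosen because the paper finds that class among differentially spliced genes, changed in both directions. Of these, 31 were called, 17 higher and 14 lower, and 31 when adjusted over the list alone. The median log2 fold change was 0.12 and the mean 0.078. The set was higher with fry (p = 2.01e-08, adjusted 2.01e-08 over 2 lists). Camera at its preset correlation also pointed up but detected no shift (p = 0.648). It detected none at the estimated correlation of 0.0342 either (p = 0.719). Fry asks whether the genes of the set changed in 1 direction, and camera whether they shifted relative to other genes. The results therefore do not conflict, and no shift relative to other genes was detected. Fry was not run under the other scalings, on which the split of directions in this list depended. The largest increases were SmF at 1.29, Prp3 at 1.11 and Prp31 at 0.79, and the largest decreases qkr58E-3 at −1.01 and Rsf1 at −0.84. Each of these 5 genes kept its direction and call under 10 alternatives.

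Other genes the paper names changed as follows in these counts. Cyp309a1 had a log2 fold change of 2.25 (standard error 0.18) and was higher in 38 lines, Myo31DF 0.66 (0.058), Gcn2 −0.37 (0.046), Hsp83 0.70 (0.30) and Adh −0.31 (0.10). The calls of the last 3 were lost under 1, 3 and 1 alternatives, respectively. Adh was also not called under library sizes alone, where its log2 fold change was 0.038 (adjusted p = 0.740 from edgeR's test).

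The share of uniquely aligned reads on no gene, in which reads from unannotated transcripts would fall, fell by 1.99 percentage points after infection, whereas the paper reports more intron retention. A few abundant genes taking more of the counts after infection is argued against, since the 20 most abundant genes took a lower share of the gene counts in 38 of 38 lines. Leaving them out made the fall larger (−3.58 points), as their lower share requires. Deeper infected libraries are argued against, since in 12 of the 15 lines whose infected library was the shallower one the share still fell (exact sign test, p = 0.0352). A weaker relation with depth stays open, with a Pearson's r of −0.273 across the 38 lines (permutation p = 0.0966; Spearman's rho −0.270, p = 0.100; r −0.198 without the 2 farthest lines). The tally does not separate introns from regions between genes, and how the counting treated introns is not given in the sources used here, so no biological explanation was tested.

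The variance between lines was slightly higher after infection, with a median log2 ratio of infected to control variance of 0.13 over 9211 genes, higher in 5283 genes (57.4%). Chance cannot be excluded, because 5 of 100 assignments within lines, the real one included, gave a ratio as far from 0. After thinning to the lowest library total the ratio was 0.13. Among genes with a mean of at least 10 CPM it was 0.18. Without the 2 lines farthest from the median response size it was 0.078. With a prior count of 0.5 it was 0.12, and 10 of 100 assignments gave one as far from 0. With squared median absolute deviations it was 0.21, and 7 of 100 assignments did so. Low counts as the whole cause are argued against, since the ratio was larger among the more abundant genes, where 2 of 100 assignments gave one as far from 0. None of these values decides between chance, depth, a few lines and a change in genetic effects on expression.

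A hypothesis that lark induction scales with the size of a line's response was not borne out detectably. Over the 38 lines Pearson's r was 0.0895 (permutation p = 0.594, adjusted 0.594 over 2 relations) and Spearman's rho 0.0859 (p = 0.607, adjusted 0.607).

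The sums of the other marker lists gave no clear difference with TMM, and their direction depended in part on the scaling. Single genes moved, such as CapaR and fat-spondin, both chosen after their values were seen. CapaR of the Malpighian tubule list had medians of 0.737 and 1.74 CPM and was higher in 33 of 38 lines. The gene fat-spondin of the fat body list had medians of 4.30 and 3.31 CPM and was lower in 32. The summed expression of 8 fat body genes had a median of 518 CPM in control and 501.9 CPM in infected samples. It was higher in 18 of 38 lines (exact sign test, p = 0.871, adjusted 0.871 over 4 lists). With library sizes alone the medians were 448 and 574 CPM, higher in 25 lines (exact sign test, p = 0.0730). Under upper-quartile scaling they were 543 and 475 CPM, higher in 18 lines. Of the 8 genes, 5 passed the filter in these guts. Their most abundant genes, Yp3 and Yp1, had log2 fold changes of −0.18 (standard error 0.11) and −0.15 (standard error 0.17), which were positive with library sizes alone. Neither was called in the fit reported, and Yp3 was called lower under upper-quartile scaling (−0.31, adjusted p = 0.0116 from edgeR's test with Benjamini-Hochberg adjustment; from 0.0116 to 0.480 over 10 alternatives). The sum of the 6 Malpighian tubule genes had medians of 26.2 and 34.9 CPM, higher in 21 of 38 lines (exact sign test, p = 0.627, adjusted 0.836). It was higher in 25 lines with library sizes alone and in 18 under upper-quartile scaling. All 6 genes passed the filter. Of these, Uro had a log2 fold change of 1.48 (standard error 0.50, adjusted p = 0.00618 from edgeR's test) and was higher in 26 lines, and salt one of −0.14 (standard error 0.24), positive with library sizes alone. The 6 genes on the Y chromosome, among them kl-2 and ORY, had 0 counts in all 76 libraries. The roX RNAs had medians of 0.217 and 0.191 CPM, higher in 13 lines and lower in 24 (exact sign test, p = 0.0989, adjusted 0.198). Under upper-quartile scaling their sum was higher in 12 lines and lower in 25 (exact sign test, unadjusted p = 0.0470). With library sizes alone the medians were 0.187 and 0.218 CPM, higher in 15 lines and lower in 22.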
